# The Npa1p complex chaperones the assembly of the earliest eukaryotic large ribosomal subunit precursor

**DOI:** 10.1371/journal.pgen.1007597

**Published:** 2018-08-31

**Authors:** Clément Joret, Régine Capeyrou, Kamila Belhabich-Baumas, Célia Plisson-Chastang, Rabea Ghandour, Odile Humbert, Sébastien Fribourg, Nicolas Leulliot, Simon Lebaron, Anthony K. Henras, Yves Henry

## Abstract

The early steps of the production of the large ribosomal subunit are probably the least understood stages of eukaryotic ribosome biogenesis. The first specific precursor to the yeast large ribosomal subunit, the first pre-60S particle, contains 30 assembly factors (AFs), including 8 RNA helicases. These helicases, presumed to drive conformational rearrangements, usually lack substrate specificity *in vitro*. The mechanisms by which they are targeted to their correct substrate within pre-ribosomal particles and their precise molecular roles remain largely unknown. We demonstrate that the Dbp6p helicase, essential for the normal accumulation of the first pre-60S pre-ribosomal particle in *S*. *cerevisiae*, associates with a complex of four AFs, namely Npa1p, Npa2p, Nop8p and Rsa3p, prior to their incorporation into the 90S pre-ribosomal particles. By tandem affinity purifications using yeast extracts depleted of one component of the complex, we show that Npa1p forms the backbone of the complex. We provide evidence that Npa1p and Npa2p directly bind Dbp6p and we demonstrate that Npa1p is essential for the insertion of the Dbp6p helicase within 90S pre-ribosomal particles. In addition, by an *in vivo* cross-linking analysis (CRAC), we map Npa1p rRNA binding sites on 25S rRNA adjacent to the root helices of the first and last secondary structure domains of 25S rRNA. This finding supports the notion that Npa1p and Dbp6p function in the formation and/or clustering of root helices of large subunit rRNAs which creates the core of the large ribosomal subunit RNA structure. Npa1p also crosslinks to snoRNAs involved in decoding center and peptidyl transferase center modifications and in the immediate vicinity of the binding sites of these snoRNAs on 25S rRNA. Our data suggest that the Dbp6p helicase and the Npa1p complex play key roles in the compaction of the central core of 25S rRNA and the control of snoRNA-pre-rRNA interactions.

## Author summary

Ribosomes, the molecular machines synthesizing proteins, are composed of a small and large subunit, formed by the binding of numerous ribosomal proteins (RPs) to properly folded ribosomal RNAs (rRNAs). RP incorporation as well as processing and folding of rRNAs occur within a succession of pre-ribosomal particles. Formation of the initial pre-60S particle, the first precursor to the large ribosomal subunit, is the least understood step of ribosome biogenesis in eukaryotes. This pre-ribosomal particle contains several assembly factors (AFs), including RNA helicases believed to catalyse key conformational rearrangements. These helicases usually lack substrate specificity on their own. Here, we show that the Dbp6p helicase, a component of the first pre-60S particle and essential for its normal accumulation, associates with a complex of four AFs, including Npa1p. We demonstrate that Npa1p directly binds Dbp6p, forms the backbone of the complex and is required for the integration of Dbp6p within pre-ribosomal particles. We show that Npa1p binds to sequences forming the core of large subunit rRNAs as well as small nucleolar RNAs required for chemical modification of large subunit rRNAs. Altogether our results suggest that the Npa1p complex plays a crucial role in the chemical modification and folding of large subunit rRNAs.

## Introduction

Synthesis of ribosomes is one of the most energy-demanding cellular tasks. In eukaryotes, it involves the transcription by RNA polymerase I (Pol I) of the rRNA precursor to the mature 18S, 5.8S and 25S/28S rRNAs. During transcription, the nascent Pol I transcript assembles with most ribosomal proteins, many small nucleolar ribonucleoprotein particles (snoRNPs) and hundreds of maturation and assembly factors (AFs) [1–3]. In yeast, pre-rRNA cleavage events may start co-transcriptionally [4,5], leading to the release of the first pre-40S pre-ribosomal particle while assembly of the first pre-60S pre-ribosomal particle is still ongoing on the downstream part of the nascent pre-rRNA. When pre-rRNA cleavages start after completion of transcription, a huge 90S pre-ribosomal particle containing the 35S pre-rRNA is generated, which is then split into the first pre-40S and pre-60S particles. These particles undergo independent maturation pathways in the nucleolus, nucleoplasm and finally in the cytoplasm, yielding mature 40S and 60S ribosomal subunits competent for translation [1–3].

Assembly and maturation of the initial pre-60S particle are probably the least studied events of ribosome biogenesis in eukaryotes. Formation of this particle involves the co-transcriptional recruitment of approximately 30 AFs and most large subunit ribosomal proteins [6]. Within the nascent pre-60S particle, methylation and pseudouridylation of specific residues of 25S rRNA take place, carried out by snoRNPs. In addition, the 25S and 5.8S rRNAs and flanking sequences start folding [7]. In the mature 60S subunit, the 25S rRNA is folded in 6 structural domains (I to VI), each beginning with a root helix. In both the mature and intermediate pre-60S particles, these root helices are clustered [8,9]. It has been proposed that formation and clustering of the root helices, as well as folding of domain I that forms part of the solvent exposed surface of the large subunit, are key events that take place very early on during large subunit biogenesis and are prerequisites for all downstream maturation steps [10]. The recently published cryo-EM structures of yeast nucleolar pre-60S particles [11–13] support the idea that assembly of the large ribosomal subunit starts with the folding and stabilization of domain I followed by those of domains II and VI.

A third of the AFs contained in the initial pre-60S particle are required for normal steady-state accumulation of the particle. These AFs likely play crucial roles in the previously described pre-rRNA folding and compaction events. This is most probably the case for four of these AFs, namely Dbp6p, Dbp7p, Dbp9p and Prp43p that belong to the family of RNA helicases, believed to remodel RNA/RNA and/or RNA/protein interactions [14–16]. Most of these helicases lack substrate specificity *in vitro* and the mechanisms by which they are targeted to their specific substrates remain unclear in the majority of cases. Moreover, the precise molecular targets of Dbp6p, Dbp7p and Dbp9p still remain elusive. Early acting large subunit ribosomal proteins are also envisaged to play key roles in the assembly and maturation of the initial pre-60S particle, in particular Rpl3 [10]. Rpl3 is necessary for stable assembly of all other large subunit ribosomal proteins [10], possibly because of its proposed role in maintaining the clustering of root helices due to its binding to root helices of domains I and VI.

Genetic and physical interactions linking one of the aforementioned helicases, Dbp6p, and four additional AFs of the first pre-60S particle, namely Npa1p, Npa2p, Nop8p and Rsa3p, have been uncovered [17]. All of these proteins, with the exception of Rsa3p, are essential for growth and are all required for normal production of the large ribosomal subunit [6,17–21]. Rsa3p (25 kDa predicted molecular weight) and Nop8p (57 kDa predicted molecular weight) both feature a putative coiled-coiled domain that may be involved in protein-protein interactions. Nop8p also features a putative RNA recognition motif of the RRM type that may allow direct binding of Nop8p to pre-rRNAs. Npa1p and Npa2p are large proteins (203 and 135 kDa predicted molecular weight, respectively) with no obvious already-described protein motif. It has been shown that depletion or inactivation of Npa1p, Npa2p and Dbp6p leads to the accumulation of the 35S pre-rRNA, the RNA component of the initial 90S pre-ribosomal particle, suggesting a defect in its maturation, while the steady-state levels of the 27SA2 pre-rRNA, the RNA component of the first pre-60S particle, drop demonstrating that these proteins are required for the production and/or stability of the first pre-60S particle [6,17,19,20] (see S1 Fig for a cartoon of pre-rRNA processing in *S*. *cerevisiae*).

In the present study, we show that the Dbp6p helicase associates with a core complex formed by Npa1p, Npa2p, Nop8p and Rsa3p via direct interactions with Npa1p and Npa2p. We show that Npa1p forms the backbone of the core complex and is essential for the stable integration of Dbp6p within the initial 90S pre-ribosomal particle. Our mapping of *in vivo* Npa1p-RNA crosslinking sites suggests Npa1p and Dbp6p could play crucial roles in the formation and/or clustering of the root helices of large subunit rRNAs and in the control of snoRNA/pre-rRNA interactions.

## Results

### The Dbp6p helicase associates with a core complex formed by the Npa1p, Npa2p, Nop8p and Rsa3p proteins

Previous data suggested that Npa1p, Npa2p, Nop8p, Dbp6p and Rsa3p form a complex associated with 90S and early pre-60S pre-ribosomal particles [17]. If this is indeed the case, all these proteins should be specifically associated with the 35S and 32S pre-rRNAs, components of successive 90S pre-ribosomal particles and with the 27SA2 pre-rRNA, component of the first pre-60S particle. While this has already been demonstrated for Npa1p and Npa2p [6,17], convincing data were lacking for Dbp6, Nop8p and Rsa3p. We therefore performed precipitation experiments using strains expressing FPZ- (Flag-prescission cleavage site-Protein A IgG-binding domain) tagged versions of Nop8p, Dbp6p and Rsa3p and analysed the co-precipitated RNAs by Northern (Fig 1). This analysis confirmed that Nop8p, Dbp6p and Rsa3p, like Npa1p and Npa2p, are mostly associated with the 35S, 33/32S and 27SA2 pre-rRNAs, while displaying a much weaker association with the 27SB pre-rRNA. No association could be detected with the 20S pre-rRNA, demonstrating that Dbp6p, Nop8p and Rsa3p are not components of pre-40S particles. We conclude that Npa1p, Npa2p, Nop8p, Dbp6p and Rsa3p are recruited within 90S pre-ribosomal particles, remain present within the earliest pre-60S pre-ribosomal particles containing the 27SA2 pre-rRNA and dissociate from 27SB-containing pre-60S particles.

**Fig 1:**
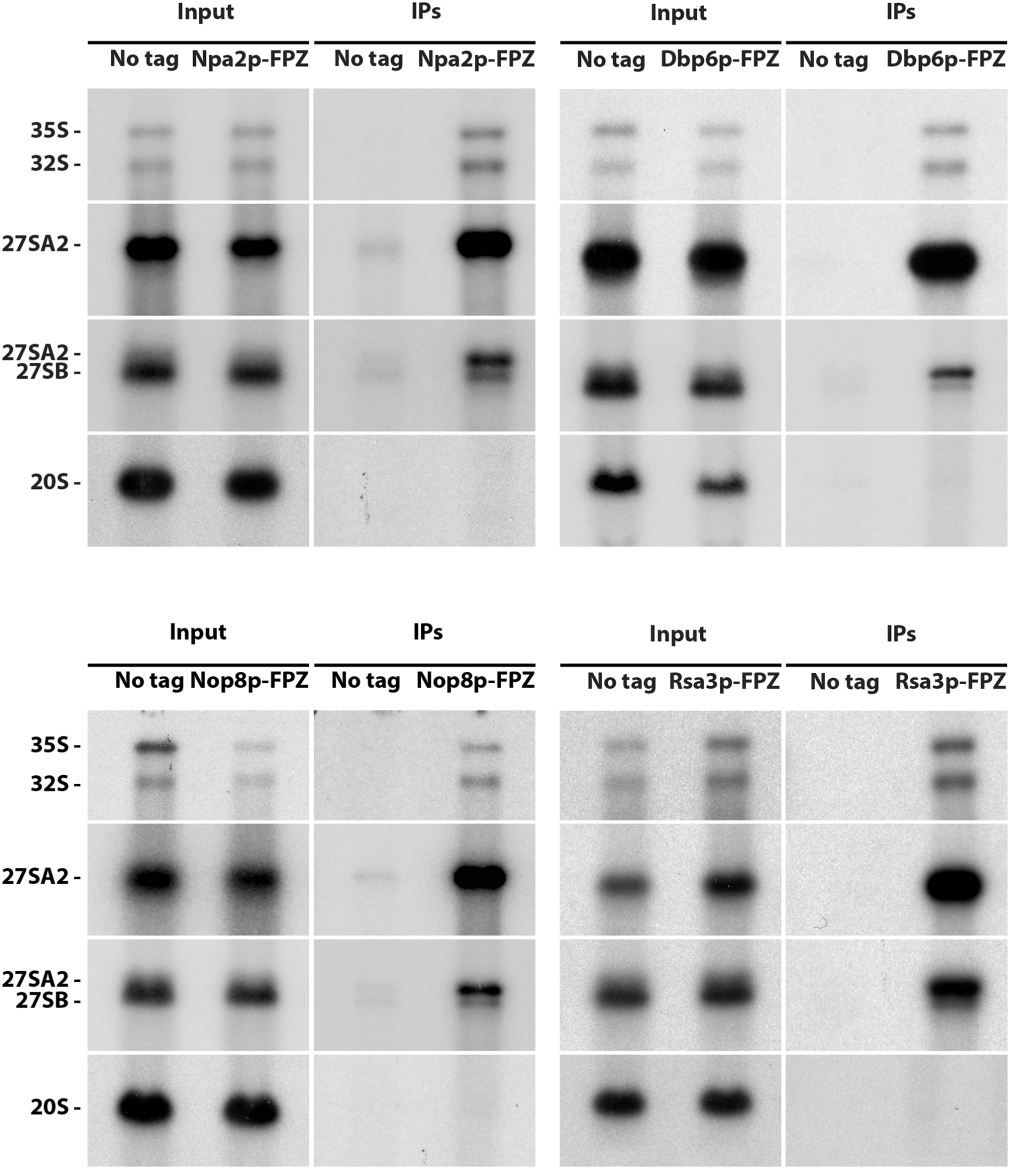
Dbp6p, Nop8p and Rsa3p are components of 90S and 27SA2 pre-rRNA-containing pre-60S particles. Immunoprecipitation experiments were carried out with IgG sepharose and extracts from cells expressing FPZ-tagged versions of Npa2p, Dbp6p, Nop8p or Rsa3p. Aliquots of input and co-precipitated RNAs (IPs) were submitted to denaturing gel electrophoresis and transferred to nylon membranes. 35S, 32S and 27SA2 pre-rRNAs were detected with probe 23S1, 27SB pre-rRNAs with probe rRNA2.1 and 20S pre-rRNA with probe 20S3.

To corroborate that Npa1p, Npa2p, Nop8p, Dbp6p and Rsa3p form a complex, as already indicated by a previous study [17], we performed tandem affinity purifications from extracts of cells expressing FPZ-tagged Rsa3p. Standard protocols lead to the purification of the pre-ribosomal particles with which these proteins are associated. To separate the putative complex from these particles, we employed the same MgCl_2_ concentration (100 mM) that could extract the Rps3/Enp1p/Ltv1p complex from pre-40S particles [22] and we pelleted the pre-ribosomal particles using two successive ultracentrifugation steps. SDS-PAGE followed by Coomassie blue staining and Western analysis (Fig 2A) of the purified sample demonstrated that under such conditions Npa1p, Npa2p and Nop8p co-purify with Rsa3p. An additional polypeptide co-purifying with Rsa3p of apparent molecular weight close to that of Dbp6p turned out to be a degradation product of Npa1p as shown by mass spectrometry analysis. The lack of Dbp6p in the sample purified using Rsa3p-FPZ as bait prompted us to carry out the tandem affinity purification using Dbp6p-FPZ as bait. When performing such purification at 100 mM MgCl_2_, only Dbp6p can be detected after Coomassie blue staining of the purified sample (Fig 2B). However, if the MgCl_2_ concentration is lowered to 10 mM, co-purifying Npa1p and Npa2p are detected by Coomassie blue staining and Nop8p and Rsa3p by Western blotting (Fig 2B). These data demonstrate that Npa1p, Npa2p, Nop8p and Rsa3p can form one or several complexes, with which Dbp6p interacts but such association is magnesium sensitive.

**Fig 2:**
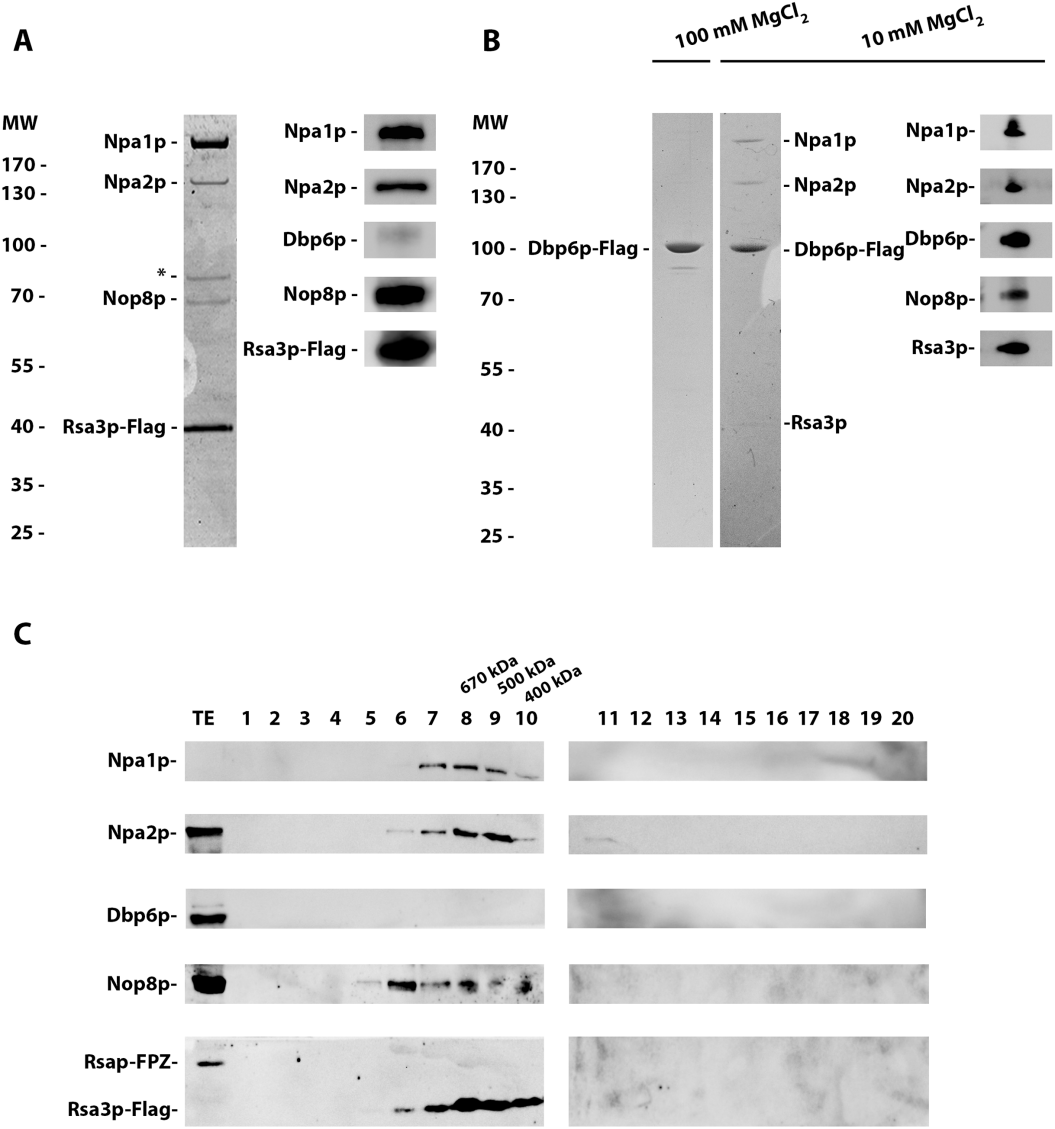
Npa1p, Npa2p, Nop8p and Rsa3p form complexes. (A) Rsa3p associates with Npa1p, Npa2p and Nop8p. Extracts were prepared from Rsa3p-FPZ-expressing cells in a buffer containing 100 mM MgCl_2_ and subjected to two consecutive ultracentrifugation steps to pellet pre-ribosomal particles. Tandem affinity purification of Rsa3p-FPZ was then carried out, proteins co-purified with tagged Rsa3p were TCA precipitated, separated by SDS-PAGE and stained with Coomassie blue (left). The identity of the co-purified proteins was confirmed by Western analysis using specific antibodies (right). The polypeptide marked by an asterisk is a degradation product of Npa1p, identified as such by mass-spectrometry. (B) Dbp6p interacts in a salt-sensitive manner with Npa1p, Npa2p, Nop8p and Rsa3p. Dbp6p-FPZ was subjected to tandem affinity purification using buffers containing 100 mM (left) or 10 mM (right) MgCl_2_. Tagged Dbp6p and co-purified proteins were separated by SDS-PAGE and stained with Coomassie blue. Coomassie staining reveals that Npa1p and Npa2p are co-purified with tagged Dbp6p at 10 mM MgCl_2_, while co-purification of Nop8p and Rsa3p at 10 mM MgCl_2_ is shown by Western analysis with specific antibodies (right). (C) Analysis by size exclusion chromatography of Rsa3p-containing complexes. The sample obtained following tandem affinity purification performed with extracts from cells expressing Rsa3p-FPZ was subjected to size exclusion chromatography on a superdex 200 10/300 GL column. Proteins from the eluted fractions were analysed by Western using specific antibodies. TE: total extract.

The intensities of the Coomassie-stained polypeptides copurifying with Rsa3p-FPZ indicate that not all proteins are recovered in stoichiometric amounts. This suggests that mixtures of different sub-complexes have been purified reflecting preferential associations between certain partners and/or that multiple copies of the same protein are present in the full complex. To investigate this issue further, the purification sample obtained using Rsa3p-FPZ as bait was subjected to size exclusion chromatography and the eluted fractions were analysed by Western. None of the analysed proteins are present as free polypeptides. Npa1p, Npa2p and Rsa3p, but not Nop8p, are present together in fractions 8 and 9, that contain complexes of approximately 670 and 500 kDa, respectively (Fig 2C). All four proteins are present together in fraction 7, that contains complexes heavier than 700 kDa. Thus at least two types of complexes have been purified using tagged Rsa3p as bait, one containing Npa1p, Npa2p and Rsa3p, the second containing these proteins and Nop8p. To confirm that mainly two types of complexes are purified via tagged Rsa3p, the purified sample was analysed by electron microscopy (S2 Fig). Images of negatively stained complexes indeed revealed the presence of two types of particles of 10 or 20 nm in size. The smaller particles could correspond to the Npa1p/Npa2p/Rsa3p complex, the bigger to the Npa1p/Npa2p/Nop8p/Rsa3p complex.

### Association between Rsa3p and its partners can take place in absence of de novo ribosome biogenesis

To determine whether Npa1p, Npa2p, Nop8p, Dbp6p and Rsa3p can interact outside pre-ribosomal particles, we investigated the ability of Npa1p, Npa2p, Dbp6p and Nop8p to co-purify with tagged Rsa3p when RNA pol I transcription was inhibited. To that end, we made use of a temperature sensitive *rrn3/RSA3-FPZ* strain that expresses Rsa3p-FPZ and a version of the RNA pol I transcription factor Rrn3p that is inactivated at 37°C. Northern blot analysis shows that a shift from 24°C to 37°C during three hours abolishes 35S pre-rRNA accumulation in the *rrn3/RSA3-FPZ* strain (Fig 3A), demonstrating that RNA pol I transcription and hence de novo ribosome biogenesis has been efficiently inhibited. Nevertheless, Rsa3p-FPZ tandem affinity purification followed by Western analysis of the co-purified proteins (Fig 3B) show that Npa1p, Npa2p, Dbp6p and Nop8p can still interact with Rsa3p when RNA pol I transcription is abolished, suggesting that these proteins can form one or several complexes outside pre-ribosomal particles.

**Fig 3:**
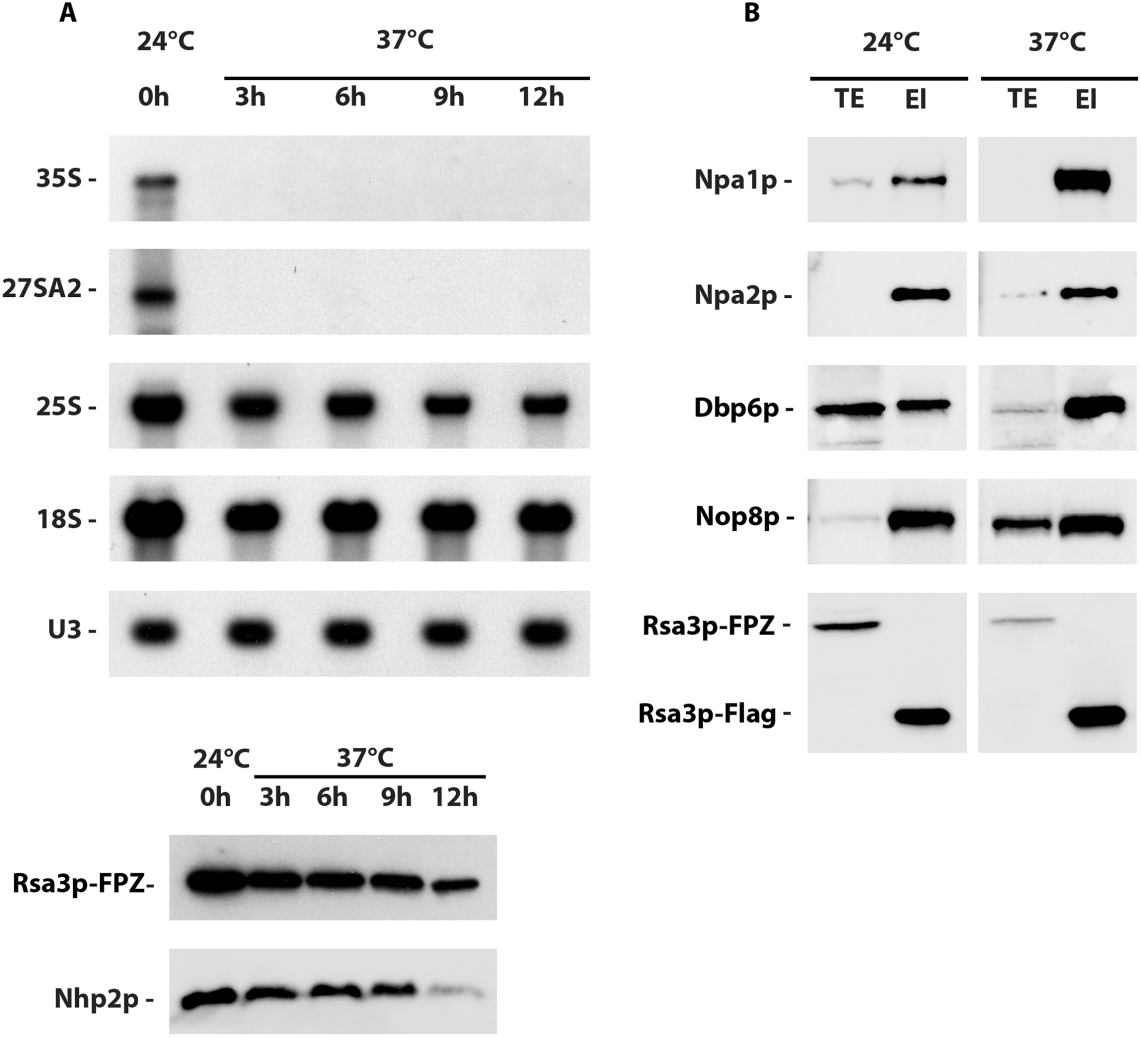
Rsa3p can still interact with Npa1p, Npa2p, Dbp6p and Nop8p when RNA pol I transcription is inhibited. (A) 35S and 27SA2 pre-rRNA levels are drastically reduced after shifting the temperature sensitive *rrn3/RSA3-FPZ* strain to 37°C. Total RNAs or proteins were extracted from *rrn3/RSA3-FPZ* cells grown at 24°C or shifted to 37°C for the indicated times and subjected to Northern (top) or Western (bottom) analyses, respectively. The 35S and 27SA2 pre-rRNAs were detected with probe 23S1, 18S and 25S rRNAs with 18S and 25S probes and U3 snoRNA using the anti-U3 probe. The Rsa3p and Nhp2p proteins were detected using specific antibodies. (B) Western analysis of proteins co-purified with tagged Rsa3p. Rsa3p-FPZ was subjected to tandem affinity purification from extracts produced at low MgCl_2_ (10 mM) concentration of *rrn3/RSA3-FPZ* cells grown at 24°C or shifted to 37°C for 6 hours. Co-purified proteins were analysed by Western using specific antibodies. TE: total extracts; El: eluted purified samples.

### Npa1p and Npa2p interact directly with Dbp6p

To identify how Dbp6p interacts with the Npa1p-Npa2p-Nop8p-Rsa3p core complex, GST pull-down experiments with recombinant proteins were performed. Purified recombinant His-tagged Dbp6p was incubated with GST-tagged versions of Npa1p, Npa2p, Nop8p or Rsa3p, or GST alone as control, bound to glutathione-coated magnetic beads. Following precipitation of the beads using a magnetic rack, His-tagged protein co-precipitation was assessed by Western (Fig 4). Higher levels of His-Dbp6p were precipitated with GST-Npa1p or GST-Npa2p as compared with GST (Fig 4, compare lanes 8 and 9 with lane 12), showing that Dbp6p can directly interact with Npa1p and Npa2p *in vitro*. These interactions do not rely on the hypothetical presence of RNAs in the purified protein preparations since extensive RNAse treatment did not impair the interactions (S3 Fig). In contrast, less or no enrichment of His-Dbp6p relative to the GST control was obtained when GST-Nop8p or GST-Rsa3p were used (Fig 4, compare lanes 10 and 11 with lane 12, and S3 Fig lower panel, compare lane 4 with lane 5 and lane 8 with lane 9), indicating that under these experimental conditions, no convincing specific interaction between Dbp6p and Nop8p or Rsa3p can be demonstrated. We conclude that Dbp6p interacts with the core complex via direct interactions with Npa1p and Npa2p.

**Fig 4:**
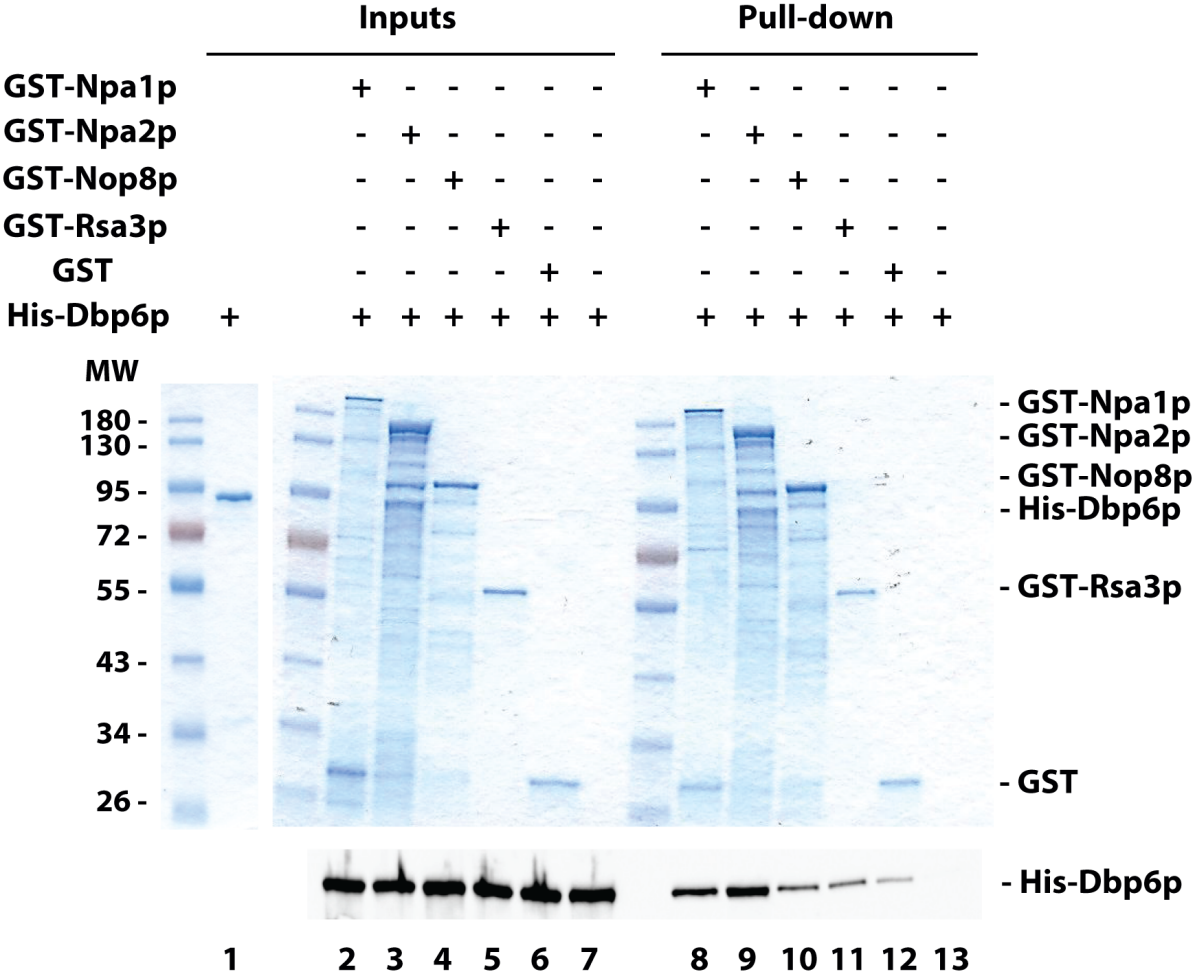
*In vitro* protein-protein interaction assays. Glutathione-coated magnetic beads were mixed with purified recombinant GST-tagged proteins, washed and incubated with purified recombinant His-Dbp6p. The glutathione-coated magnetic beads were precipitated using a magnetic rack and washed. Pulled-down proteins (Pull-down) and 1/5^th^ of the proteins used in the pull-down experiments (Inputs) were separated by SDS-PAGE. The GST-tagged proteins were visualised by Coomassie blue staining (upper panel) and His-Dbp6p was analysed either by Coomassie blue staining (Inputs) or by Western using anti-His antibodies (lower panel).

All other binary interactions between purified GST-tagged versions of complex proteins were tested by immunoprecipitation experiments using specific antibodies. Although these antibodies could efficiently precipitate their specific target proteins, we were unable to detect direct protein/protein interactions. This may be due to protein folding problems, the presence of the GST tag and/or inappropriate buffer conditions. We therefore studied interactions between complex members by an *in vivo* approach (see below).

### Npa1p is crucial for core complex formation

We next investigated the role played *in vivo* by each member of the complex in the stability of the other members and in complex formation. To that end, we constructed yeast strains expressing an FPZ-tagged version of one member of the complex and an HA-tagged version of another, the open reading frame of which was placed under the control of the *GAL1-10* promoter (i.e. strains of the type GAL::HA-protein X/protein Y-FPZ). This allows expression of the HA-tagged protein when the strain is grown in a medium containing galactose and inhibition of its production when the strain is transferred to a glucose-containing medium. Using these strains, we could show that depletion of Npa1p, Npa2p, Nop8p or Dbp6p has no effect on the steady-state accumulation of the non-depleted complex members (S4, S5, S6 and S7 Figs; note that the effects of lack of Rsa3p were not tested because it is the only non-essential member of the complex). We next assessed the effect of depleting one complex member on the ability of the remaining core complex proteins to interact. Tandem affinity purification was performed using a buffer containing 100 mM MgCl_2_ as described above and Rsa3p-FPZ-expressing strains depleted of Npa1p, Npa2p, Dbp6p or Nop8p. The purified proteins were analysed by Coomassie blue staining (Fig 5, lanes 1 to 5). This analysis demonstrates that Npa1p depletion prevents Rsa3p interaction with Npa2p and Nop8p (Fig 5, lane 2). In contrast, depletion of Npa2p, Dbp6p or Nop8p does not prevent Rsa3p association with remaining members of the core complex (Fig 5, lanes 3 to 5). To check whether Npa1p depletion impairs interactions between Npa2p and Nop8p, tandem affinity purifications were performed using extracts from Npa2p-FPZ or Nop8p-FPZ expressing strains depleted of Npa1p (Fig 5, lanes 7 and 9). In both cases, no protein co-purifying with the tagged Npa2p or Nop8p baits could be detected. This analysis demonstrates that lack of Npa1p prevents interactions between Rsa3p, Npa2p and Nop8p. These findings suggest that Rsa3p, Nop8p and Npa2p do not directly interact with each other, or if they do, those interactions are not possible or stable in the absence of Npa1p.

**Fig 5:**
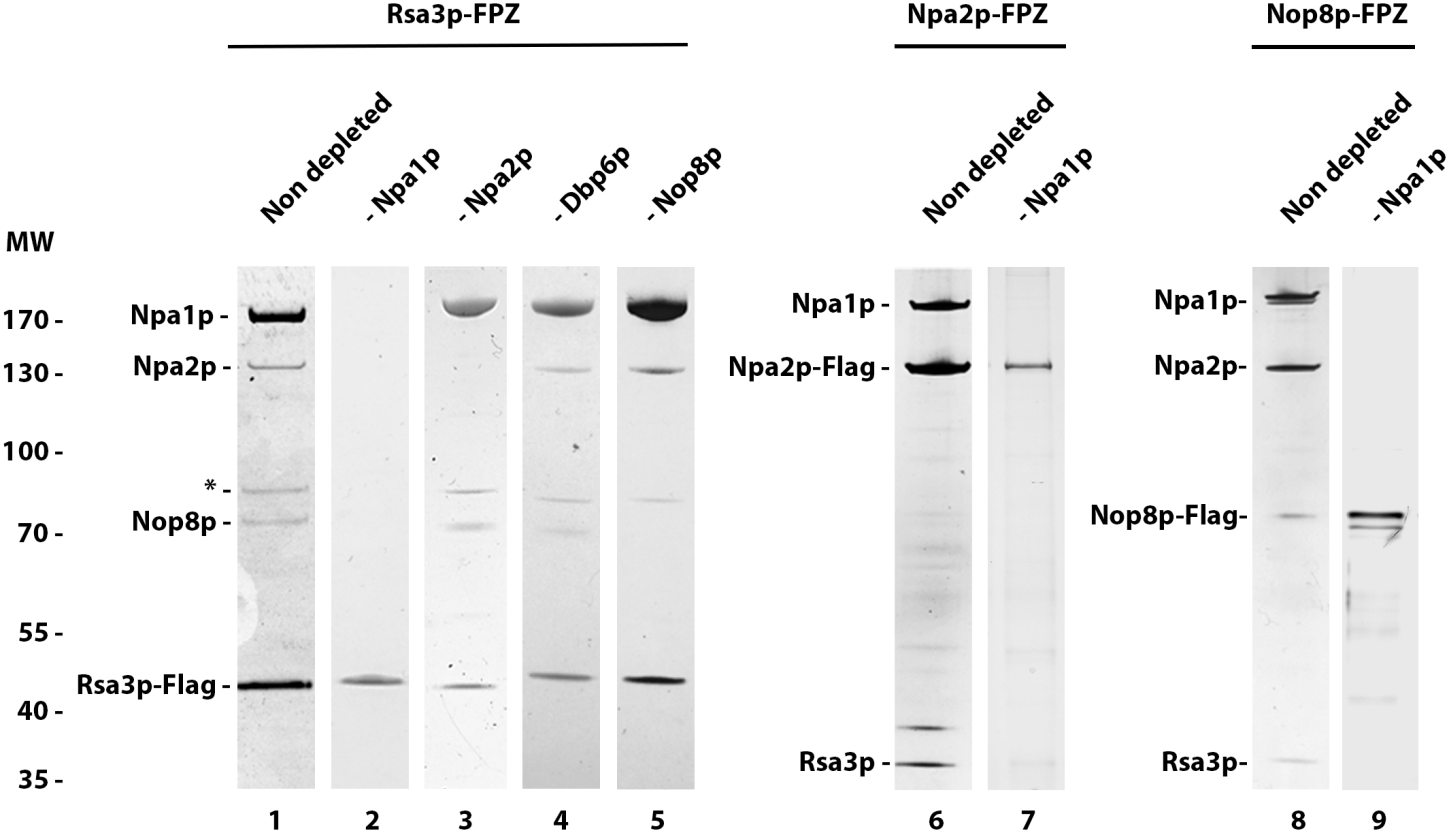
Npa1p depletion prevents *in vivo* interactions between Rsa3p, Npa2p and Nop8p. Tandem affinity purifications were performed using the indicated strains grown in glucose- (lanes 2, 3, 4, 5, 7 and 9) or galactose-containing medium (lanes 1, 6 and 8). Purified proteins were separated by SDS-PAGE and detected by Coomassie (lanes 1 to 5) or silver staining (lanes 6 to 9).

Our pull-down experiments showed that Npa1p and Npa2p can directly interact with Dbp6p, at least *in vitro*. To assess the contribution of Npa1p on Dbp6p interaction with Npa2p *in vivo*, and vice versa, we performed tandem affinity purifications of Npa1p-FPZ in the presence or absence of Npa2p, as well as purifications of Npa2p-FPZ in the presence and absence of Npa1p. These purifications were carried out at 10 mM MgCl_2_ to maintain interactions with Dbp6p, at least in the non-depleted conditions. The co-purification of complex proteins with the Npa1p-Flag or Npa2p-Flag bait was analysed by Western (S8 Fig). This analysis confirms that Npa1p depletion prevents interactions between Npa2p and Nop8p or Rsa3p. In contrast, the interaction between Npa2p and Dbp6p is maintained in the absence of Npa1p, although it is strongly destabilised. The interaction between Npa1p and Nop8p or Rsa3p persists in the absence of Npa2p, consistent with our previous observation that Npa2p depletion does not prevent interactions between Rsa3p and Npa1p or Nop8p. Strikingly, however, Npa2p depletion abolishes the interaction between Npa1p and Dbp6p. We conclude that in yeast cells, Dbp6p can interact with Npa2p in absence of other Npa1p complex components, although this interaction is significantly enhanced by the presence of Npa1p. In contrast, Npa2p is essential for the Npa1p-Dbp6p interaction *in vivo*.

### Npa1p is required for stable association of Dbp6p, Npa2p and Rsa3p with 90S pre-ribosomal particles

We then analysed the effect of depleting one complex member on the ability of the other members to associate in a stable fashion with 90S pre-ribosomal particles. We envisaged in particular that due to its RNA recognition motif (RRM), Nop8p might be involved in the tethering of the complex to 35S pre-rRNA, while the putative DEAD box helicase Dbp6p might promote complex integration within pre-ribosomal particles through local remodelling of these particles. To assay for interaction with pre-ribosomal particles, precipitation experiments were performed with IgG-sepharose beads and extracts from strains expressing a given FPZ-tagged bait complex protein (that binds to the IgGs) and depleted, or not depleted as control, of another complex protein. Co-precipitated pre-rRNAs were analysed by Northern while the efficiency of bait protein precipitation was assessed by Western. Depletion of Dbp6p has little effect on the efficiency of co-precipitation of 35S pre-rRNA with Rsa3p-FPZ (S9 Fig). In contrast, depletion of Nop8p strongly reduces the efficiency of co-precipitation of 35S pre-rRNA with Rsa3p-FPZ (S10 Fig). This result prompted us to test the effects of Nop8p depletion on the association of another complex protein, Npa2p, with pre-rRNAs. Lack of Nop8p also strongly reduces the efficiency of co-precipitation of 35S pre-rRNA with Npa2p-FPZ (S11 Fig). This reduction is not due to a lower precipitation efficiency of the bait protein under depletion conditions, as assessed by Western (S10 and S11 Figs, bottom). We conclude that Dbp6p depletion has little effect on Rsa3p integration within 90S pre-ribosomal particles, while Nop8p depletion strongly inhibits, but does not abolish, Rsa3p and Npa2p integration within 90S particles.

We next tested the effects of Npa1p depletion on complex protein interactions with 35S pre-rRNA. Strikingly, lack of Npa1p abolishes 35S pre-rRNA co-precipitation with Rsa3p (Fig 6A, lane 8), Npa2p (Fig 6B, lane 8) and Dbp6p (Fig 6C, lane 8). Such lack of co-precipitation of 35S pre-rRNA is not due to reduced precipitation of the bait proteins (S12 Fig). To our surprise, Npa1p depletion does not prevent 35S pre-rRNA co-precipitation with Nop8p (Fig 6D, lane 8). To confirm these results, we assessed the sedimentation on sucrose gradients of complex proteins extracted from cells expressing or depleted of Npa1p (S13 Fig). Under non depleted conditions, Rsa3p, Nop8p and Dbp6p are found in fractions containing 60S ribosomal subunits and in heavier fractions, likely reflecting their association with pre-60S and 90S pre-ribosomal particles, respectively (S13 Fig, left). When Npa1p is depleted, Rsa3p and Dbp6p shift to the top of the gradient, consistent with reduced association with pre-ribosomal particles (S13 Fig, right). In contrast, Nop8p is still present in 60S-containing and heavier fractions, consistent with it remaining part of 90S and residual pre-60S particles. The immunoprecipitation and gradient results therefore indicate that the interactions of Rsa3p and Dbp6p with 90S pre-ribosomal particles are strongly destabilised when Npa1p is absent. In contrast, Nop8p does not require Npa1p for its stable incorporation within pre-ribosomal particles.

**Fig 6:**
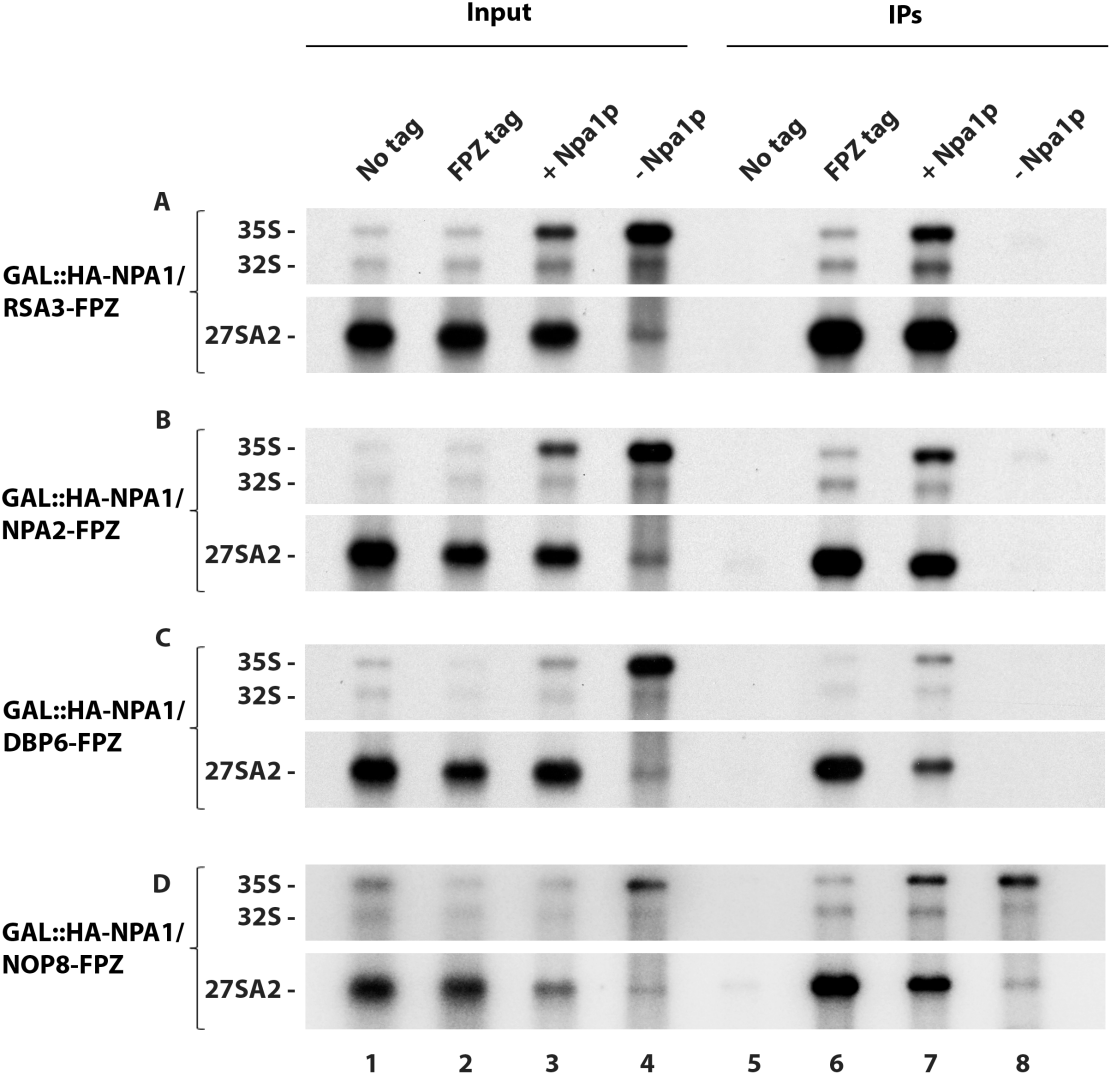
Effects of Npa1p depletion on the efficiency of pre-rRNA co-precipitation with Rsa3p-FPZ (A), Npa2p-FPZ (B), Dbp6p-FPZ (C) and Nop8p-FPZ (D). Precipitation experiments were carried out with IgG-sepharose beads and extracts from the indicated strains of the type *GAL*::*HA-NPA1/PROTEIN Y-FPZ* grown in galactose-containing medium (+ Npa1p) or shifted 8 hours to glucose-containing medium (- Npa1p), as well as from the *PROTEIN Y-FPZ* (FPZ tag) and the parental BY4742 (No tag) strains grown in glucose-containing medium as controls. RNAs were extracted from aliquots of the input extracts (Input) and from the IgG-sepharose beads after precipitation and washing (IPs). Pre-rRNAs were analysed by Northern using the 23S1 oligonucleotide probe.

### Npa1p is not required for Rpl3 integration within 90S pre-ribosomal particles

Specific synthetic lethal interactions have been obtained when combining certain mutant alleles of the genes encoding Npa1p, Npa2p, Nop8p, Rsa3p or Dbp6p and mutant alleles of the gene encoding ribosomal protein Rpl3 [17]. Such genetic interactions may reflect functional links between the Npa1p-containing complex and Rpl3, a ribosomal protein crucial for the maturation of 27SA2 pre-rRNA containing pre-60S particles and assembly of the large ribosomal subunit [10]. It has been proposed that Rpl3 plays a crucial role in the folding of the central core of 25S rRNA, by binding to both the 3’ end of 25S rRNA and the 5’end of 5.8S rRNA [10]. We first tested the possibility that the Npa1p-containing complex might be required for the recruitment and/or the stable integration of Rpl3 within 90S pre-ribosomal particles. This hypothesis was investigated by an anti-HA immunoprecipitation experiment using strain *GAL*::*npa1/RPL3-HA*, as fusion of the FPZ tag to Rpl3 strongly affected growth. The study of interactions between Rpl3 and the 35S pre-rRNA by precipitation experiments having never been reported to our knowledge, we first performed such experiments at low salt concentration (50 mM KCl), since interactions between small ribosomal subunit proteins and the 35S pre-rRNA are known to be salt sensitive [23]. Depletion of Npa1p did not affect the efficiency of co-precipitation of 35S pre-rRNA with Rpl3-HA at 50 mM KCl relative to the non depleted controls (Fig 7A). This indicates that Npa1p is not required for the recruitment of Rpl3 within 90S pre-ribosomal particles. Npa1p might nevertheless be required for the stabilisation of Rpl3 within 90S pre-ribosomal particles. To test this idea, we performed anti-HA immunoprecipitation experiments at 400 mM KCl. Even at this salt concentration, depletion of Npa1p did not decrease the co-precipitation efficiency of 35S pre-rRNA with Rpl3-HA relative to controls (Fig 7B). We conclude that Npa1p is required neither for the recruitment nor for the stabilisation of Rpl3 within 90S pre-ribosomal particles.

**Fig 7:**
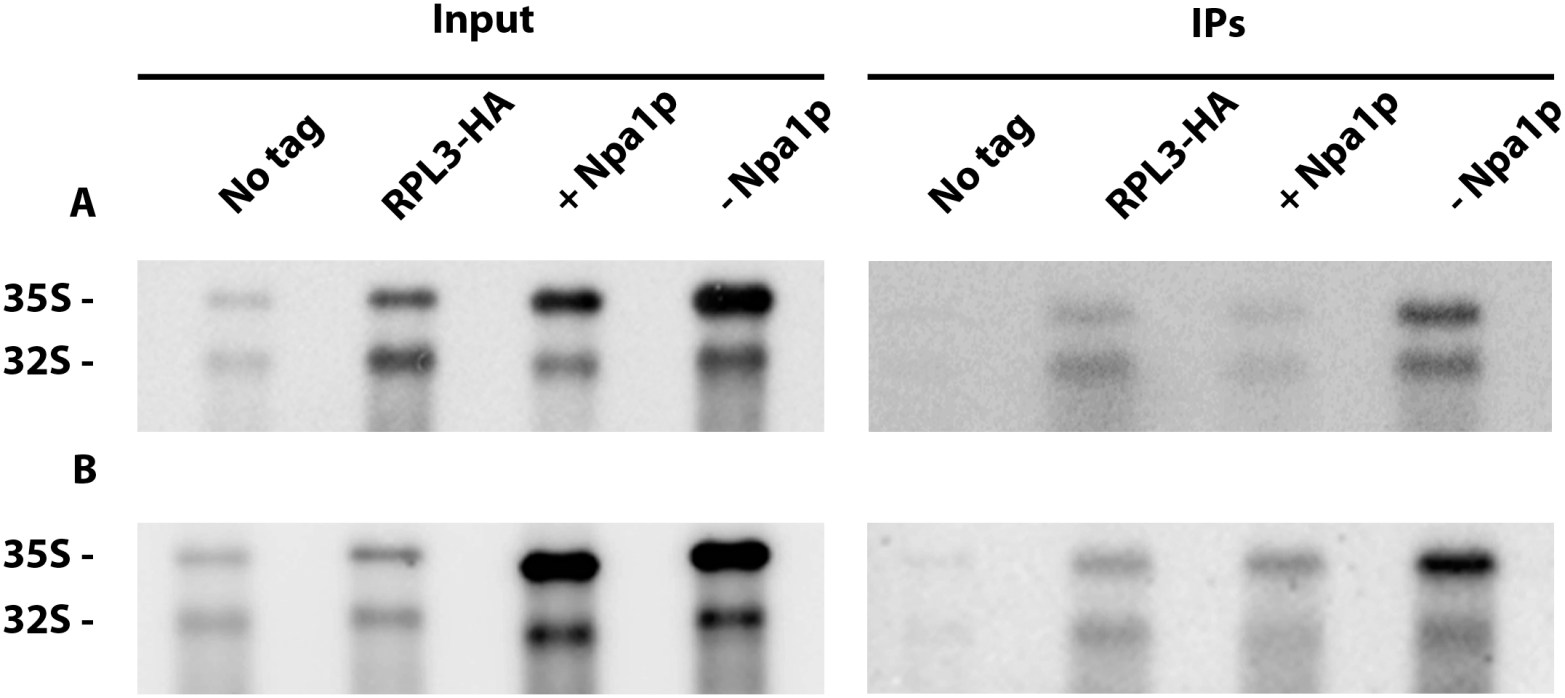
Effects of Npa1p depletion on interactions of Rpl3 with pre-rRNAs. Precipitation experiments were carried out at 50 mM KCl (A) or 400 mM KCl (B) with anti-HA agarose beads and extracts from the *GAL*::*npa1/RPL3-HA* strain grown in galactose-containing medium (+ Npa1p) or shifted 16 hours to glucose-containing medium (- Npa1p), as well as from the *RPL3-HA* and the parental BY4742 (No tag) strains grown in glucose-containing medium as controls. RNAs were extracted from aliquots of the input extracts (Input) and from the anti-HA agarose beads after precipitation and washing (IPs). Pre-rRNAs were analysed by Northern using the 23S1 oligonucleotide probe.

### Npa1p binds 25S rRNA adjacent to Rpl3 binding sites and the root helices of the first and last secondary structure domains of 25S rRNA

Since the Npa1p complex is not required for the recruitment of Rpl3, it could instead collaborate with Rpl3 during an early critical step of large ribosomal subunit assembly. If this is the case, we might expect Npa1p to bind to (pre)-rRNA sequences located in the vicinity of Rpl3 binding sites. 

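In CRAC, RNA fragments that UV light has covalently attached to a tagged protein are purified with it under denaturing conditions, ligated to adapters, converted to cDNAs and sequenced. The data comprised 1 library from cells expressing Npa1p-HTP, in which Npa1p carries a tag made of histidines, a TEV protease site and Protein A, and 1 library from untagged cells. The paper names the untagged strain BY4742, whereas the sample labels name BY4741. Cells were cross-linked for 100 s. With 1 library per condition, none of the comparisons between the Npa1p-HTP and control libraries has a replicate check. The authors removed barcodes, adapters and low-quality reads with Flexbar, aligned the remaining reads to the yeast genome with Novoalign and counted the reads overlapping each annotated feature with pyReadCounters of the pyCRAC suite (Counters version 1.4.2). Counting was set to stop at 1000000 mapped reads, which were reached after 1170809 reads for Npa1p-HTP and 1243639 reads for the control, so that each deposited count is also a number of reads per 1000000 mapped reads. A read was counted on every feature it overlaps. The counts in the sense orientation therefore add up to 1667080 for Npa1p-HTP and 1534335 for the control, and the RNA classes overlap. The deposited tables also give the number of distinct cDNAs for each feature, in which identical reads are collapsed. Over the features with sense reads these numbers add up to 92001 for Npa1p-HTP and 43498 for the control, although both libraries hold the same number of mapped reads. These sums are the denominators of all shares of cDNAs given here. A cDNA counts in them on every feature it overlaps. Shares were computed here as sense reads over the 1000000 mapped reads, with 95% Wilson confidence intervals. Ratios of the Npa1p-HTP share to the control share are given with 95% log intervals for a ratio of proportions (Katz), after adding 0.5 read to both counts where one of them was 0. The reference genome holds 2 complete rDNA copies, and the counts of both were added. Where no read was found, the limit of detection is given as 0.0003%, that is 3 reads, although features with 1 read are listed. PCR copies are not independent molecules, so intervals from reads and this limit understate even the counting error. All intervals compare these 2 libraries rather than the conditions.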

To identify Npa1p pre-rRNA binding sites, we performed UV cross-linking and analysis of cDNAs (CRAC) [24] followed by deep sequencing of the cDNAs obtained. The sequences retrieved with tagged Npa1p that are most highly enriched compared to the untagged BY4742 control are snoRNA, 25S rRNA and ITS2 sequences (S14 Fig). 

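snoRNA genes collected 13.5% of the mapped reads with Npa1p-HTP (95% confidence interval 13.5 to 13.6) and 0.861% in the control (0.843 to 0.879), a ratio of 15.7 (15.4 to 16.1). The 25S rRNA collected 38.3% of the reads with Npa1p-HTP (38.2 to 38.4) and 23.3% in the control (23.2 to 23.4), a ratio of 1.64 (1.63 to 1.65). ITS2 sequences collected 1.99% (1.96 to 2.01) and 0.00200% (0.00129 to 0.00309), a ratio of 994 (641 to 1540) that rests on 20 control reads. 18S, 5.8S and 5S rRNA, ITS1, tRNAs and protein-coding genes were less abundant with Npa1p-HTP than in the control. The ratios were 0.899 for tRNAs, 0.784 for 5S rRNA, 0.512 for 5.8S rRNA, 0.475 for protein-coding genes, 0.328 for 18S rRNA and 0.128 for ITS1. The ratio for tRNAs was 1.05 when the libraries were scaled by the median ratio over features with at least 10 reads in both. That median, 0.860, is the ratio of a feature that lies within 25S rRNA. When distinct cDNAs were counted instead of reads, a choice made after seeing the data, the ratio for ITS2 moved most and fell to 6.96 (4.32 to 11.2). On the same basis the ratio was 7.76 (6.92 to 8.70) for snoRNAs, 1.35 (1.32 to 1.38) for 25S rRNA, 1.07 (1.01 to 1.13) for tRNAs and 1.44 (1.07 to 1.96) for ITS1, so that tRNAs and ITS1 were then no longer less abundant with Npa1p-HTP. From the comparison of both libraries, the paper states that snoRNA, 25S rRNA and ITS2 sequences are the most highly enriched. The 5′ external transcribed spacer (ETS1), with 15647 reads for Npa1p-HTP and none in the control, the signal recognition particle RNA SCR1, with 3934 and none, and the U6 spliceosomal RNA, with 1247 and none, are not named in that statement.

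**Figure D1:**
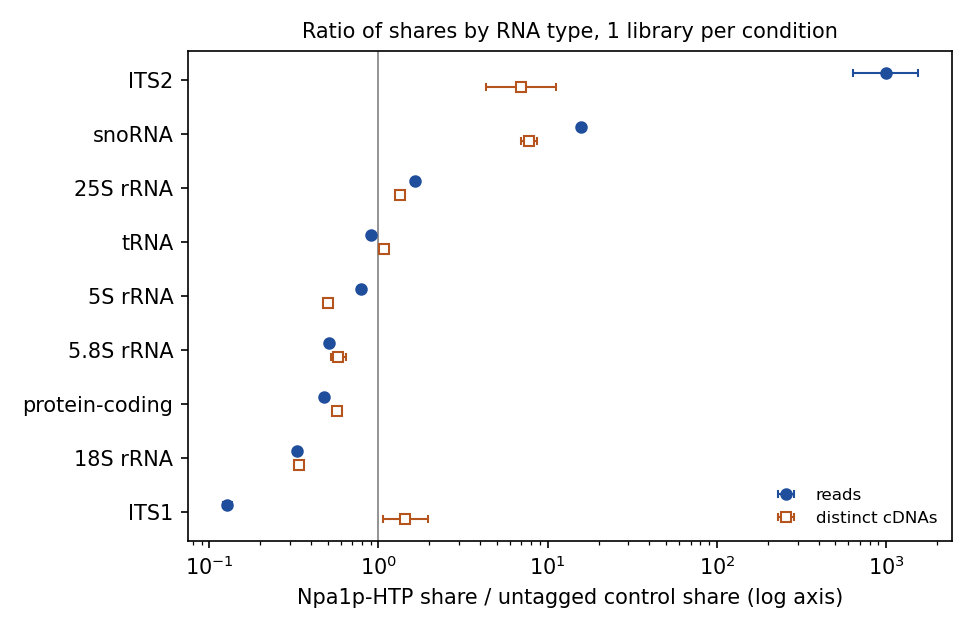
Ratio of the Npa1p-HTP share to the untagged control share (log axis) for snoRNAs, tRNAs, protein-coding genes and the rRNA parts listed in both libraries. Ratios are from reads (filled circles) and from distinct cDNAs (open squares), with 95% intervals and 1 library per condition. Other classes listed in both are not shown. By sense reads, CUTs, SUTs, XUTs and intergenic regions were more abundant with Npa1p-HTP, and pseudogenes were less abundant. Of the rRNA parts listed in both libraries, ITS2 has the largest ratio from reads, 994, and drops to 6.96 from cDNAs. 18S rRNA is at 0.328 from reads and 0.337 from cDNAs.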

The direct cross-linking sites can be identified by the presence within those sequences of small deletions or point mutations [24]. 

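The 25S rRNA gene, 3396 nucleotides long, is present in 2 complete copies on the minus strand of chromosome XII (R64 assembly), from 451786 to 455181 (RDN25-1) and from 460923 to 464318 (RDN25-2). RDN25-1 collected 194942 reads and 10775 distinct cDNAs with Npa1p-HTP, against 107864 reads and 3786 cDNAs in the control. RDN25-2 collected 187913 reads and 10794 cDNAs, against 125339 reads and 3771 cDNAs. How reads matching both copies were placed is not stated in the paper's text. The deposited counts are totals per feature and hold no positions of reads or mutations within 25S rRNA. Coarse positions can be read only from annotated features that overlap part of the gene. The open reading frame TAR1, on the strand opposite RDN25-1 from 454696 to 455070, covers 25S nucleotides 112 to 486. It was overlapped in antisense orientation by 18835 reads with Npa1p-HTP and 7827 in the control, a ratio of 2.41 (95% interval 2.34 to 2.47). YLR154C-G, which lies within RDN25-2 from 462522 to 462671, covers nucleotides 1648 to 1797 and collected 27757 and 32268 reads, a ratio of 0.860 (0.847 to 0.874). A partial 25S copy on chromosome XII, from 489754 to 490542, matches the last 789 nucleotides of 25S rRNA (2608 to 3396) with 8 mismatches. The intergenic feature INT_0_5835, whose antisense count equals the sense count of the adjacent 5S gene RDN5-6 in both libraries, collected 78906 reads with Npa1p-HTP and 16475 in the control, a ratio of 4.79 (4.71 to 4.87). The pattern depended on the count used. By distinct cDNAs, a choice made after seeing the data, the ratio was 0.580 (0.504 to 0.668) over TAR1, 1.497 (1.36 to 1.65) over YLR154C-G and 5.03 (4.52 to 5.60) for INT_0_5835, after the cDNAs of RDN5-6 were taken off. With all reads of INT_0_5835 added to those of both complete copies, the ratio was 1.85; the counts do not show which of these reads lie on the partial copy.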

Five major Npa1p cross-linking sites can be identified within 25S rRNA (Fig 8A and S15 Fig). Strikingly, most of these are positioned in the immediate vicinity (in the primary or conserved secondary structure of 25S/5.8S rRNAs) of rRNA sequences contacted by Rpl3 in the mature 60S subunit, including root helices of rRNA domains I and VI (Fig 8A). When positioned on the recently published structure of a nucleolar pre-60S particle in so-called state C [11], all these Npa1p cross-linking sites surround the root helix of domain I (that includes the 5’ end of 5.8S) and the root helix of domain VI (that includes the 3’ end of 25S) (Fig 8B).

**Fig 8:**
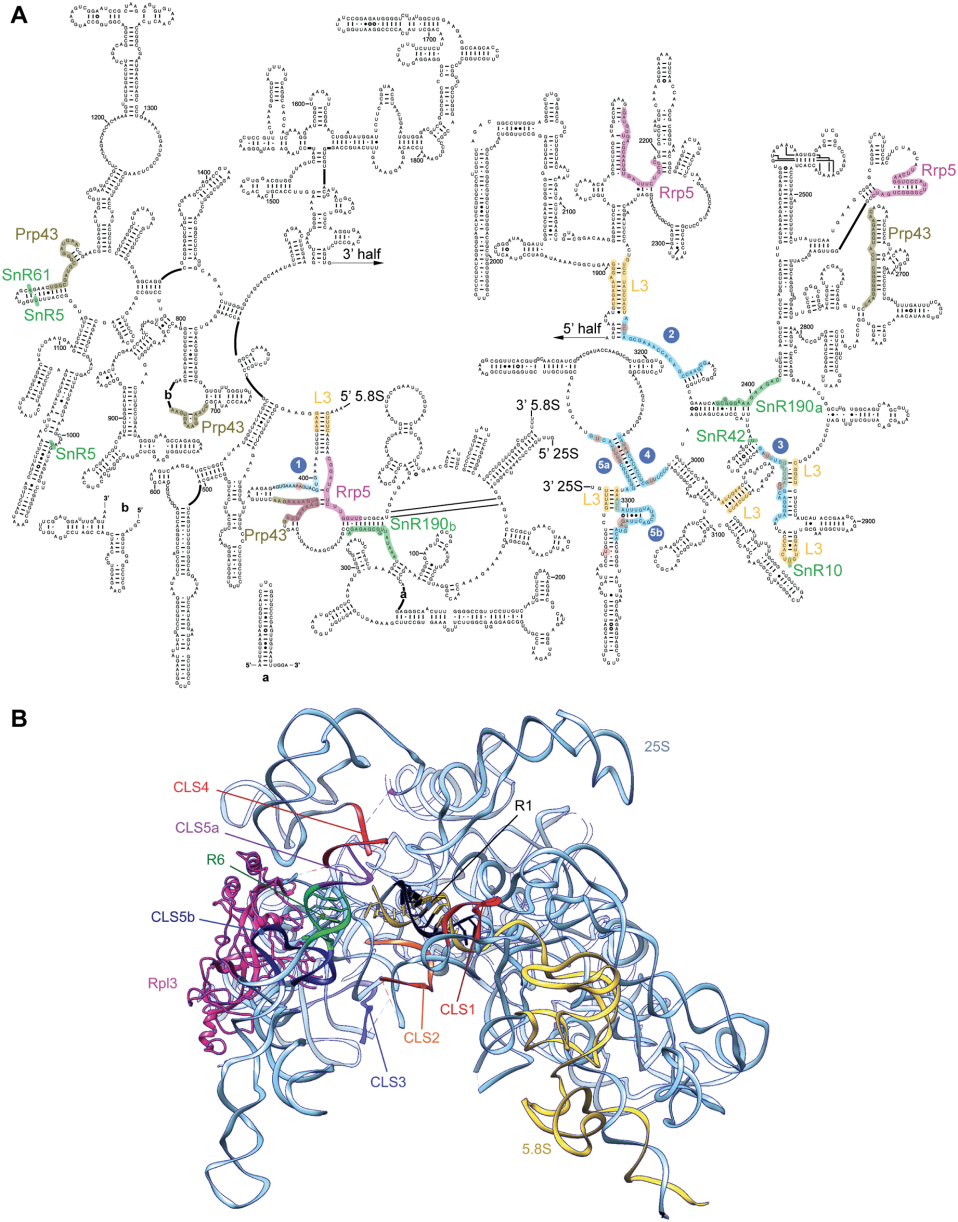
Npa1p binding sites on 25S rRNA determined by CRAC. (A) Npa1p binding sites positioned on the 25S rRNA secondary structure. Npa1p binding site are highlighted in blue and cross-linked nucleotides identified by point mutations are circled in brown. Also indicated are positions of modifications (green) directed by snR5, snR10, snR42, snR61, the complementary sequences to snR190 (snR190 a and b, green), the binding sites of Rpl3 ([8], yellow), Rrp5p (pink) [37] and Prp43p (grey) [36]. (B) Positions of the Npa1p cross-linking sites (CLS 1-5b) on the rRNA 3D structure of the state C nucleolar pre-60S particle ([11]; pdb code: 6EM1). 25S and 5.8S rRNAs are represented in pale blue and yellow, respectively. Rpl3 is shown in magenta. Root helices 1 (R1) and 6 (R6) are represented by a black (25S) and yellow (5.8S) helix (R1), and by a green helix (R6).

Npa1p was also found cross-linked to two sites within ITS2 (Fig 9A). 

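ITS2, the 232-nucleotide spacer between 5.8S and 25S rRNA, lies on the minus strand of chromosome XII (R64 assembly) from 455182 to 455413 (ITS2-1) and from 464319 to 464550 (ITS2-2). With Npa1p-HTP, ITS2-1 collected 10095 reads and 134 distinct cDNAs, and ITS2-2 collected 9778 reads and 131 cDNAs. The control had 7 reads on ITS2-1 and 13 reads on ITS2-2, from 7 and 11 cDNAs. Each ITS2 cDNA was read 75.0 times on average with Npa1p-HTP and 1.11 times in the control. With the first rDNA copy only, the ratio of shares of reads was 1442. Over both copies, the ratio was 6.96 with cDNAs. ITS1, the spacer on the other side of 5.8S rRNA, collected 1199 reads and 168 cDNAs with Npa1p-HTP, against 9401 reads and 55 cDNAs in the control. The counts cover ITS2 as a whole, so that the positions shown in Fig 9A could not be recomputed from them.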

In the proposed “ring-pin” model of ITS2 secondary structure [7], Npa1p is positioned at the base and in the central region of the hairpin structure (Fig 9A), where no AF binding had so far been reported.

**Fig 9:**
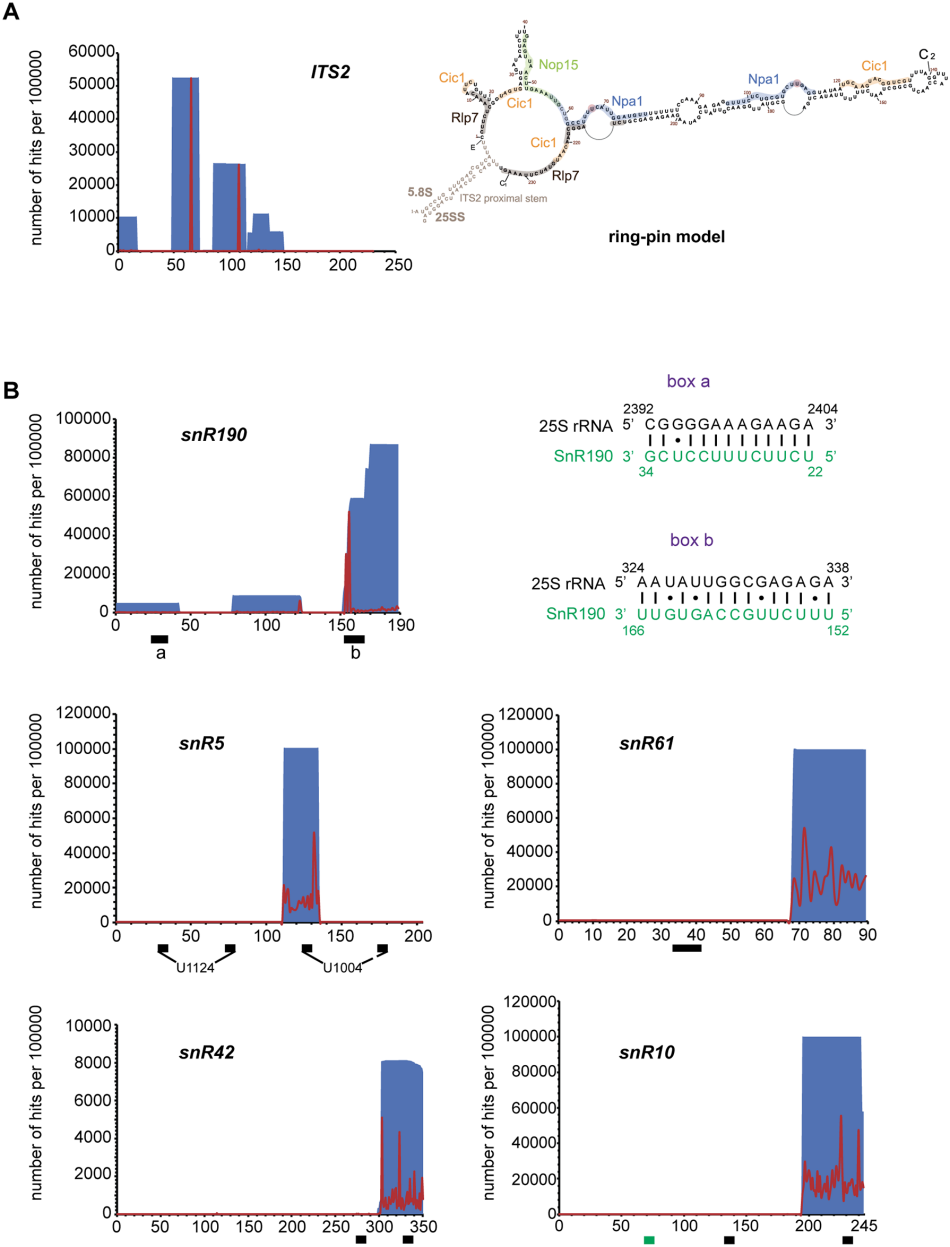
Npa1p binds to ITS2 and to snoRNAs. (A) Npa1p cross-links to ITS2. Left: Number per 100000 reads and positions of reads from the NPA1-HTP CRAC experiment on the ITS2 sequence. Positions and numbers of reads are indicated in blue, positions of mutations are indicated in red. Right: Positions of Npa1p cross-linking sites (blue, with mutated residues indicated in brown) on the “ring-pin” model of ITS2 structure [7]. Binding sites of Nop15p (green), Cic1p/Nsa3p (light orange) and Rlp7p (grey) [7,39–41] are also indicated. (B) Npa1p cross-links to a subset of snoRNAs. Number per 100000 reads and positions of reads from the NPA1-HTP CRAC experiment on the corresponding snoRNA sequences. Positions and numbers of reads are indicated in blue, positions of mutations are indicated in red. Black boxes indicate positions of anti-sense sequences (snR190, snR61) or pseudouridylation pockets (snR5, snR10, snR42). The green box indicates the position of snR10 anti-sense sequence complementary to 18S rRNA. The complementarities between snR190 boxes a and b (novel anti-sense sequence) and 25S rRNA are drawn next to the snR190 graph.

### Npa1p binds to snR190 snoRNA and to snoRNAs involved in decoding center and peptidyl transferase center modifications

A high proportion of reads in the Npa1p-HTP data set (15%) correspond to snoRNAs, while comparatively very few snoRNA sequences were retrieved in the case of the BY4742 control (S14 Fig and S3 Table in S3 Text). 

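Of the 1000000 mapped reads of the Npa1p-HTP library, 135403 overlapped snoRNA genes in the sense orientation, that is 13.5% (95% Wilson interval 13.5 to 13.6). Of the same number of reads in the control, 8608 did, that is 0.861% (0.843 to 0.879). No read overlapped a snoRNA gene in the antisense orientation in either library. These snoRNA reads correspond to 5104 distinct cDNAs with Npa1p-HTP and 311 in the control. The reads were distributed over 28 snoRNAs with Npa1p-HTP and 3 in the control, and 2 snoRNAs, snR38 and snR128 (U14), were found in both. In the control, snR38 alone accounted for 90.2% of the snoRNA reads. Its 6824 reads with Npa1p-HTP and 7763 reads in the control gave a ratio of 0.879 (0.851 to 0.908). Without the most abundant snoRNA of each library (snR190 with Npa1p-HTP, snR38 in the control), the snoRNA shares were 8.00% and 0.0845%. With rDNA reads left out, the snoRNA shares were 27.3% and 1.54%. Counted as distinct cDNAs, a choice made after seeing the data, they were 5.55% for Npa1p-HTP and 0.715% for the control. The denominator was then the sum of cDNAs over features, some of which overlap. With the sum of reads over all features as the denominator, the shares of reads were 8.12% and 0.561%. Part of the difference between 13.5% and 5.55% therefore comes from the denominator. U3 (SNR17A), a snoRNA required for 18S rRNA production, had 19 reads with Npa1p-HTP and none in the control. This count concerns U3 alone and no group of snoRNAs. Among tRNA and protein-coding genes with at least 10 reads in the Npa1p-HTP library, 8.24% were listed in the control, against 7.41% of the snoRNAs, so that most genes of these classes in the Npa1p-HTP library were not found in the control.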

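snR190 is encoded on the minus strand of chromosome X (R64 assembly) from 139761 to 139950, 69 nucleotides away from the U14 gene SNR128, which precedes it on the chromosome map and is transcribed in the same direction. It collected 55365 reads and 1534 distinct cDNAs with Npa1p-HTP, 5.54% of the mapped reads (95% interval 5.49 to 5.58) and 40.9% of the snoRNA reads (40.6 to 41.2). No snR190 read was found in the control, where the limit of detection was 0.0003%. The next snoRNA by reads was snR5 with 9885 reads, a ratio of 5.60 (5.48 to 5.72). By distinct cDNAs the next was snR10 with 636, and the ratio was 2.41 (2.20 to 2.65). By reads per kilobase of gene the next was snR61, and the ratio was 3.23. An intergenic feature beside snR190, INT_0_4569, collected 42304 reads. The intergenic feature on the opposite strand counted 55419 antisense reads, which equals the sum of the snR190 and snR128 reads, so that no read opposite this feature lay entirely outside both snoRNAs.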

The reads that map to the box C/D snoRNA snR190 gene are by far the most abundant (S3 Table in S3 Text). This snoRNA is predicted to guide 2’O methylation of 25S rRNA G2395 residue, but this methylation has never been detected even with high throughput detection methods [25–27] and snR190 might instead function as a folding chaperone. In support of this hypothesis, we detected within snR190 a so far unreported region of 15 nucleotide perfect complementarity with a sequence of 25S rRNA located in the vicinity of Npa1p cross-linking site n°1 (box b, Figs 8A and 9B). 

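The snR190 gene (chromosome X, 139761 to 139950, minus strand, R64 assembly, 190 nucleotides) was compared with the 25S rRNA gene (RDN25-1) for runs of uninterrupted base pairs, with G-U pairs allowed. Positions are counted from the 5′ end of each RNA, and the sequences are given as DNA. The stretch of box b was among the longest runs found. Its 15 nucleotides, snR190 positions 152 to 166 (TTTCTTGCCAGTGTT), pair with 25S positions 324 to 338 (AATATTGGCGAGAGA, chromosome XII, 454844 to 454858). Of these 15 pairs, 11 are Watson-Crick pairs and 4 are G-U pairs, as drawn in Fig 9B. Another run of 15 pairs, with 10 Watson-Crick and 5 G-U pairs, joins snR190 positions 120 to 134 (TTTTTAATCATTTGT) and 25S positions 999 to 1013 (GCGAATGATTAGAGG). The stretch of box a extends over 14 pairs, between snR190 positions 22 to 35 (TCTTCTTTCCTCGT) and 25S positions 2391 to 2404 (GCGGGGAAAGAAGA), with 12 Watson-Crick and 2 G-U pairs. It holds the longest uninterrupted run of Watson-Crick pairs between both RNAs, of 10 nucleotides.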

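After snR190, the snoRNAs with the most reads in the Npa1p-HTP library were snR5, snR42, snR61 and snR10, and none of them had a read in the control. snR5 (chromosome XV, 842403 to 842606, plus strand, R64 assembly) had 9885 reads, 0.989% of the mapped reads (95% interval 0.969 to 1.01). snR42 (chromosome XI, 559016 to 559366, minus strand) had 9517 reads, 0.952% (0.933 to 0.971). snR61 (chromosome XII, 794486 to 794575, minus strand) had 8111 reads, 0.811% (0.794 to 0.829). snR10 (chromosome VII, 345986 to 346230, plus strand) had 7869 reads, 0.787% (0.770 to 0.804). These intervals count the PCR copies of a cDNA as separate reads, so they do not show which of these snoRNAs differ in abundance. The order differed when distinct cDNAs were counted. snR10 had 636 cDNAs and snR42 had 612, ranks 2 and 3 among the 28 snoRNAs, whereas snR61 had 105 (rank 11) and snR5 had 40 (rank 23). Each snR5 cDNA was thus read 247 times and each snR61 cDNA 77.2 times on average, against 12.4 for snR10, 15.6 for snR42 and a median of 15.6 over the snoRNAs with at least 10 reads.

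**Figure D2:**
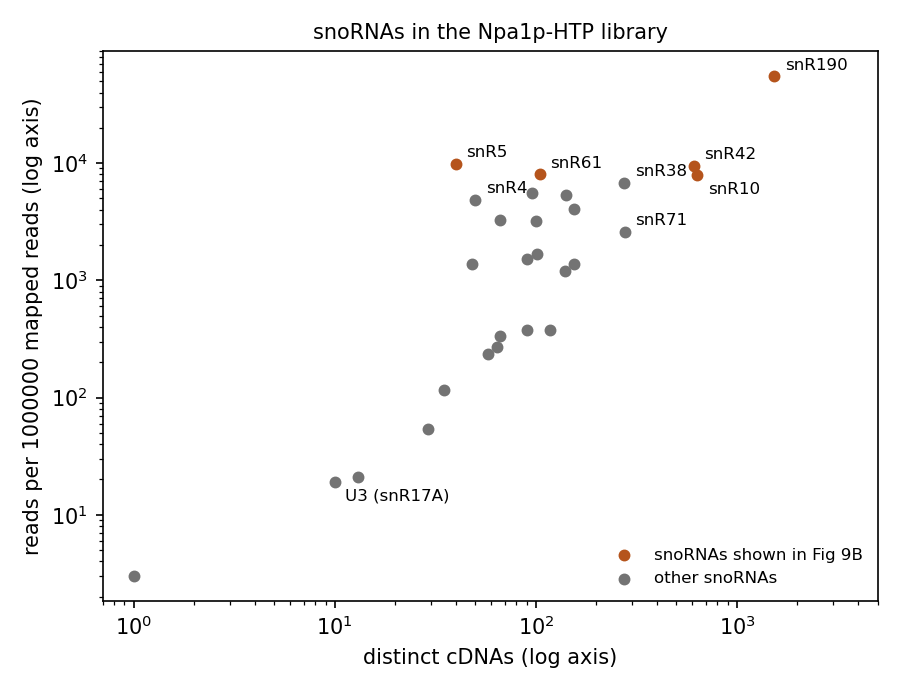
Reads per 1000000 mapped reads against distinct cDNAs (both log axes) for the 28 snoRNAs of the Npa1p-HTP library, 1 point per snoRNA, with those of Fig 9B in brown and the others in grey. snR190 is highest on both axes, and snR5 combines 9885 reads with only 40 cDNAs.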

Other abundant reads map to sequences of snoRNAs that bind within the PTC (snR10, snR42) or in domain II of 25S rRNA (snR5, snR61). Analysis of point mutations indicates that Npa1p cross-links to one of the pseudouridylation pockets of snR5, snR10 and snR42 (Fig 9B), suggesting that at least in the case of these snoRNAs, interactions with Npa1p may take place while they are bound to pre-rRNAs. Altogether, these data are compatible with the hypothesis that the Npa1p complex promotes pre-rRNA folding events within the earliest pre-60S particle and/or modulates interactions between 25S rRNA and snoRNAs within these particles.

## Discussion

### The Npa1p complex: Structure and requirements for integration into 90S pre-ribosomal particles

Formation and maturation of the earliest pre-60S particle are probably the least understood stages of ribosome biogenesis. No overall particle structure is available, although a recent high throughput pre-rRNA probing has provided important insights into the folding of the 35S and 27SA2 pre-rRNAs [7]. Moreover, very recently, structures of nucleolar pre-60S particles have been reported that seem to lack the Npa1p complex and probably correspond to particles closely downstream from the first pre-60S particle in the maturation pathway [11–13]. Of the approximately 30 AFs present in the first pre-60S particle [6], a third are required for its production and/or stability. Their precise molecular roles remain unknown. The latter AFs include the Rrp5p/Noc1p/Noc2p complex [28], the RNA helicases Prp43p, Dbp6p, Dbp7p and Dbp9p, the RNA-binding proteins Nop4p and Nop8p and the Npa1p, Npa2p and Rsa3p proteins. Our work provides strong evidence that Npa1p, Npa2p, Nop8p and Rsa3p form a core complex, with which Dbp6p interacts in a magnesium sensitive fashion. Since Npa1p, Npa2p, Nop8p and Dbp6p co-purify with Rsa3p when RNA pol I transcription is inhibited, it is probable that the complex forms prior to its incorporation in 90S pre-ribosomal particles. Likewise, it was demonstrated that Noc1p, Noc2p and Rrp5p, members of 90S and the first pre-60S particles, can form a complex outside pre-ribosomal particles [28,29]. The order of and requirement for assembly of early pre-60S particle components with nascent pre-ribosomal particles was recently investigated [30]. This study suggests that at least Npa1p and Npa2p require transcription of the full 25S rRNA sequence for stable association with nascent pre-ribosomal particles. All members of the Npa1p complex are associated with the 27SA2 pre-rRNA, component of the first pre-60S particle, but show only very weak association, if at all, with the 27SB pre-rRNAs, suggesting that they dissociate together prior to formation of intermediate, 27SB pre-rRNA-containing, pre-60S particles. Npa1p, of 203 kDa predicted molecular weight, is by far the largest protein of the complex and seems to form its backbone. When Npa1p is absent, Npa2p, Nop8p and Rsa3p can no longer interact *in vivo*. We also show that Dbp6p binds directly to both Npa1p and Npa2p *in vitro*. Moreover, our data point to a direct *in vivo* interaction between Npa2p and Dbp6p and demonstrate that Npa2p is essential for the Npa1p-Dbp6p interaction *in vivo*. These data suggest that Npa1p binds directly to Npa2p, Nop8p, Rsa3p and Dbp6p, that Npa2p, Nop8p and Rsa3p do not interact directly in absence of Npa1p, while Dbp6p also binds to Npa2p (see model shown in S16 Fig). These conclusions are fully consistent with the results of a large scale yeast two-hybrid screen between pre-60S particle AFs [31]. Moreover, another large scale double hybrid analysis conducted with *Chaetomium thermophilum* AFs strongly suggests a direct interaction between Npa1p and Rsa3p [32].

Npa1p is also crucial for the stable integration of most complex members within 90S pre-ribosomal particles. Immunoprecipitation experiments indicate that depletion of Npa1p inhibits interactions between Rsa3p, Npa2p and Dbp6p with the 35S pre-rRNA, while they show that Nop8p can still interact with this pre-rRNA. Sucrose gradient sedimentation experiments also suggest strongly reduced interactions of Rsa3p and Dbp6p with pre-ribosomal particles when Npa1p is depleted and confirm that Nop8p can still interact with pre-ribosomal particles, maybe because it possesses RNA-binding activity [21]. Although depletion of Nop8p does not abolish integration of Npa2p and Rsa3p within 90S pre-ribosomal particles, it significantly destabilizes this integration. We propose that Nop8p strengthens the interaction of the Npa1p complex with pre-ribosomal particles through direct binding to the pre-rRNA mediated by its RRM domain. In contrast, the absence of Dbp6p does not significantly impair Rsa3p integration within 90S pre-ribosomal particles nor does it prevent interactions between Rsa3p, Npa1p, Npa2p and Nop8p. These data suggest that in the absence of Dbp6p, the Npa1p/Npa2p/Nop8p/Rsa3p core complex can form and efficiently associate with 90S pre-ribosomal particles. However, this core complex is probably not fully functional since it lacks enzymatic activity. We envisage that the Npa1p/Npa2p/Nop8p/Rsa3p core complex is necessary not only for the stable integration of the Dbp6p helicase at the correct site within 90S pre-ribosomal particles but also for the modulation of its enzymatic activities. Further experiments are needed to test the latter hypothesis.

### Functional and structural links between the Npa1p complex and Rpl3, Rrp5p, Prp43p, Nop15p and Cic1p/Nsa3p

Specific synthetic lethal interactions have been uncovered between mutant alleles of genes encoding Npa1p complex components and mutant alleles of the large subunit Rpl3 ribosomal protein gene [17]. These genetic interactions suggested that the Npa1p complex and Rpl3 may functionally interact. Rpl3 is a crucial ribosomal protein which is necessary for the processing of the 27SA2 pre-rRNA at the A3 site and for the stable association with pre-ribosomal particles of most other large subunit ribosomal proteins [10]. In its absence, the first pre-60S particle is formed, but probably because it is misassembled, the 27SA2 pre-rRNA it contains fails to be processed and the particle is rapidly turned over [10,33]. Rpl3 is also the largest ribosomal protein in yeast, which associates co-translationally with a specific chaperone, Rrb1p [34,35]. This association shields Rpl3 from degradation and promotes its nuclear import. Since Rrb1p is not a stable component of pre-ribosomal particles, it likely dissociates from Rpl3 prior to or during Rpl3 integration within 90S pre-ribosomal particles. We reasoned that the Npa1p complex might facilitate the integration of Rpl3 within 90S particles, possibly by promoting its release from Rrb1p. However, our data clearly show that Npa1p is required neither for Rpl3 recruitment within 90S pre-ribosomal particles nor for the stabilisation of its integration. We cannot formally exclude the possibility that Nop8p, which can be stably integrated within 90S particles in the absence of Npa1p, promotes Rpl3 recruitment on its own.

In the mature yeast 60S ribosomal subunit, Rpl3 interacts with the 3’ end of 25S rRNA and the 5’ end of 5.8S rRNA [8]. The 3’end of 25S rRNA is engaged in a short double helix structure. Likewise, the 5’end of 5.8S rRNA forms a small helix with a sequence of 25S rRNA. These two short helices lie at the base of the secondary structure domains VI and I of 25S rRNA, respectively. They are clustered in the mature 60S subunit with the short helices at the base of the four other secondary structure domains of 25S rRNA (namely domains II, III, IV and V). Gamalinda and colleagues have proposed that clustering of these root helices is a key initial step required for the subsequent correct folding, stabilization and compaction of large subunit rRNAs [10]. According to a recent high throughput pre-rRNA structure probing, formation of root helix I (5’end of 5.8S rRNA base-paired to 25S rRNA) is a very early, probably co-transcriptional event [7]. Moreover, in the earliest nucleolar pre-60S particle structure reported so far (state A of [11]), the entire domain I and parts of domains II and VI are already stabilised [11], supporting the notion that large subunit rRNA stabilization and compaction are initiated by those of domains I, II and VI. In the better resolved structure of a nucleolar pre-60S particle in state C [11], root helices of domains I (containing the 5’ end of 5.8S) and VI (containing the 3’ end of 25S) are already clustered. When positioned on this structure, Npa1p cross-linking sites surround on all sides these root helices (Fig 8B). Npa1p may play a role in bringing root helices of domains I and VI together. In the state C structure, Rpl3 is associated with the root helix of domain VI, but contrary to the situation in intermediate pre-60S particles purified via Nog2p [9], it does not yet seem to be able to contact the root helix of domain I (bearing in mind that an internal segment of Rpl3 is missing in the published state C structure). Thus Npa1p may intervene prior to Rpl3 in bringing domains I and VI together. After Npa1p dissociation from pre-60S particles, Rpl3 may maintain the compacted state of root helices I and VI.

Interestingly, partially overlapping binding sites for Rrp5p and the helicase Prp43p, two components of the earliest pre-60S particles [6], have been identified by CRAC next to Npa1p cross-linking site n° 1 adjacent to the root helix I (Fig 8A) [36,37]. Whether simultaneous binding of Rrp5p and Prp43p in that region can occur remains to be determined given the partial overlap of the cross-linking sites. Npa1p could interact simultaneously or sequentially with both proteins while bound to this 25S rRNA domain. Direct physical interactions between Npa1p and Rrp5p or Prp43p are supported by the findings that Npa1p co-purifies with Rrp5p after cross-linking under RNase treatment and highly denaturing conditions [37], while the *Chaetomium thermophilum* orthologues of Npa1p and Prp43p are found to interact in a yeast two-hybrid assay [32]. Finally, we identified a novel potential interaction site for snR190 snoRNA next to the Rrp5p binding site in domain I (Fig 8A) and both Npa1p (this work) and Rrp5p [37] interact with snR190. All these observations lead us to propose that Rrp5p (together with associated Noc1p and Noc2p), Prp43p, snR190 and the Npa1p complex collaborate in early pre-rRNA structural rearrangements. In particular, snR190 could act as a specific chaperone to control the formation of the root helix of domain V (PTC) and to draw together this root helix with that of domain I. Dbp6p, which displays ATPase activity *in vitro* (manuscript in preparation), could use ATP hydrolysis to drive pre-rRNA conformational rearrangements and/or to promote snR190/pre-rRNA interaction or dissociation (see below). We note in that respect that substitution of a key amino acid in the active site of Dbp6p prevents growth without affecting the steady-state accumulation of the protein, strongly suggesting that the enzymatic activity of Dbp6p is essential for large ribosomal subunit production [38].

Two prominent Npa1p cross-linking sites were also found in ITS2 (Fig 9A), in between the binding sites of Nop15p and Cic1p/Nsa3p [39–41]. All three AFs are present in the earliest pre-60S particles [6]. They could participate to the folding of ITS2, a very early event [7] and/or to the protection of ITS2 prior to the recruitment of the dedicated processing enzymes.

### Intimate physical interactions between Npa1p and a subset of modification guide snoRNAs interacting with 25S rRNA

The CRAC analysis indicates that Npa1p is cross-linked to snoRNAs that bind to the PTC or domain II (decoding center) of the 25S rRNA (Figs 8A and 9B, S14 Fig, S3 Table in S3 Text). In addition to snR190 (see above), the next most frequent reads map to the sequences of modification guide snoRNAs snR42, snR10 (that bind to the PTC), snR5 and snR61 (that bind to domain II). 

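Together, snR190, snR5, snR42, snR61 and snR10 accounted for 90747 of the 135403 snoRNA reads of the Npa1p-HTP library, 67.0% (95% Wilson interval 66.8 to 67.3). Without snR190, the remaining ones made up 44.2% of the other snoRNA reads. The snoRNA that came next, snR38, had 6824 reads, against 7763 in the control. snR40 followed with 5538 reads, snR83 with 5344 and snR4 with 4870, none of them found in the control. By distinct cDNAs the same 5 snoRNAs made up 57.3% (56.0 to 58.7) of the 5104 snoRNA cDNAs. snR71, with 277 cDNAs, and snR38, with 275, then had ranks 4 and 5, whereas snR61 had rank 11 and snR5 rank 23.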

Remarkably, snR42 and snR10 feature among the snoRNAs we found most efficiently precipitated with tagged Npa1p [6]. Npa1p cross-linking sites 2 and 3 on the 25S rRNA (Fig 8A) lie in the immediate vicinity of snR190, snR42 and snR10 binding sites. Moreover, Npa1p is cross-linked to one of the pseudouridylation pockets of snR5, snR10 and snR42 (Fig 9B), which may indicate that Npa1p mostly contacts these snoRNAs while they are bound to pre-rRNAs. This interpretation is supported by the finding that the efficiency of co-precipitation of snR5, snR10 and snR42 with tagged Rsa3p-FPZ is more than halved when RNA Pol I transcription is inhibited (S17 Fig). The Npa1p complex could assist the association and/or dissociation of snoRNAs with or from pre-rRNAs by providing two activities. The non-enzymatic components of the complex, in particular Npa1p and Npa2p, could form a rigid structural framework maintaining the overall cohesion of the pre-rRNA structure, when local secondary structures unfold to allow snoRNA binding and refold upon their dissociation. Such a role has also been proposed for Rrp5p which remarkably, is also cross-linked to snR10 and snR42 [37]. This activity of Npa1p and Rrp5p could in fact result from their function in promoting the stability of the compacted state of root helices and/or the convex solvent side of the particles (see above). The enzymatic component of the Npa1p complex, Dbp6p, might provide the needed ATPase/helicase activities, possibly assisted by Prp43p, directly or indirectly involved in the control of snoRNA/pre-rRNA interactions.

## Materials and methods

### Yeast strains and media

Strains expressing Npa1p-FPZ, Npa2p-FPZ, Nop8p-FPZ, Dbp6p-FPZ and Rsa3p-FPZ have been obtained as follows. The open reading frames (ORFs) encoding the composite FPZ tag (Flag—PreScission protease cleavage site—Z sequence derived from *S*. *aureus* Protein A) and the *URA3* gene have been amplified by PCR using plasmid pBS1539-FPZ [42] and primers listed in S1 Table in S1 Text. The resulting PCR fragments have been transformed into strain BY4742 (*MATα*, *his3Δ1*, *leu2Δ0*, *lys2Δ0*, *ura3Δ0*) and clones having integrated the *URA3* gene have been selected on YNB (Yeast Nitrogen Base) medium lacking uracil.

A strain expressing Rpl3-HA has been produced by transforming strain BY4742 with a PCR product obtained using plasmid pFA6a-3HA-His3MX6 [43] and primers listed in S1 Table in S1 Text. Clones having integrated the *HIS3* gene have been selected on YNB medium lacking histidine.

Strains expressing the HA-tagged ORF of Npa1p, Npa2p, Nop8p or Dbp6p under the control of the *GAL1-10* promoter and FPZ-tagged versions of Npa1p complex proteins have been produced as follows. PCR products generated using primers listed in S1 Table in S1 Text and plasmid pFA6a-kanMX6-PGAL1-3HA [43] have been transformed into strains *NPA1-FPZ*, *NPA2-FPZ*, *DBP6-FPZ*, *NOP8-FPZ* and *RSA3-FPZ*. Selection for clones having integrated the kanMX6 resistance cassette has been performed on YPGal medium supplemented with G418 (Gibco, 200 μg/ml final concentration).

Strain *GAL*::*npa1/RPL3-HA* has been obtained by transforming the *GAL*::*npa1* strain with a PCR cassette produced with plasmid pFA6a-3HA-His3MX6 [43] and primers listed in S1 Table in S1 Text. Clones having integrated the *HIS3* gene have been selected on YNB medium lacking histidine. The *GAL*::*npa1* strain was generated by transforming BY4742 with a PCR cassette produced with plasmid pFA6a-kanMX6-PGAL1 [43] and primers listed in S1 Table in S1 Text. Selection for clones having integrated the kanMX6 resistance cassette has been carried out as described above.

Strain *rrn3-8/RSA3-FPZ* has been produced by transforming strain *rrn3-8* (*ade5*, *his7-2*, *leu2-112*, *trp1-289*, *ura3-52*, *rrn3-8*) with a *FPZ-URA3* cassette flanked by *RSA3* sequences produced as described above. Clones having integrated the *URA3* gene have been selected on YNB medium lacking uracil.

Strain expressing Npa1p-HTP (His tag—Tev cleavage site—Z sequence derived from *S*. *aureus* Protein A) has been obtained by transforming BY4742 with a PCR cassette produced using plasmid pBS1539-HTP [24] and primers listed in S1 Table in S1 Text. Clones having integrated the *URA3* gene have been selected on YNB medium lacking uracil.

Strains have been grown in YP (1% yeast extract, 1% peptone) supplemented with 2% galactose or 2% glucose or YNB (6.8 g/L) supplemented with ammonium sulphate (20 g/L) and 2% galactose or 2% glucose.

### *Escherichia coli* strains and plasmids

*E*. *coli* strains directing expression of His-Dbp6p and His-Rsa3p were obtained by transforming *E*. *coli* Rosetta λDE3 with plasmids pET-DBP6 and pRC52, respectively. pET-DBP6 was obtained by cloning into a modified pET-15b (Novagen) plasmid in the NdeI and BamHI restriction sites [44] a *DBP6* ORF PCR cassette by Ligation Independent Cloning (LIC) method using oligonucleotides listed in S2 Table in S2 Text. pRC52 was obtained by inserting into XhoI-digested pET-15b a PCR cassette obtained by amplifying the *RSA3* ORF using oligonucleotides listed in S2 Table in S2 Text. *E*. *coli* strains directing expression of GST-Rsa3p, GST-Nop8p, GST-Dbp6p, GST-Npa2p and GST-Npa1p were obtained by transforming *E*. *coli* Rosetta λDE3 with plasmids pRC55, pRC56, pRC57, pRC58 and pRC59, respectively. pRC55, pRC56, pRC57, pRC58 and pRC59 were obtained by inserting into XhoI-digested pGEX-6P1 a PCR cassette obtained by amplifying the *RSA3*, *NOP8*, *DBP6*, *NPA2* and *NPA1* ORFs, respectively, using oligonucleotides listed in S2 Table in S2 Text. The cloning of all ORFs into XhoI-digested pGEX-6P1 was performed with the kit In-Fusion HD Cloning (Clontech). An *E*. *coli* strain directing expression of MBP-Nop8p-His was obtained by transforming *E*. *coli* Rosetta λDE3 with plasmid pRC60. pRC60 was obtained by inserting into EcoRI-digested pMAL-c2X a PCR cassette obtained by amplifying the *NOP8* ORF from plasmid pRC56 using oligonucleotides listed in S2 Table in S2 Text.

### Purification of His-tagged and GST-tagged proteins

*E*. *coli* Rosetta λDE3 bacteria transformed with plasmids pET-DBP6, pRC52 or pRC60, directing expression of His-Dbp6p, His-Rsa3p or MBP-Nop8p-His, respectively, are grown at 37°C in 2YT medium (16 g/L tryptone, 10 g/L yeast extract, 5 g/L NaCl) supplemented with 100 μg/ml ampicillin and 25 μg/ml chloramphenicol to an A_600_ of 0.6. Recombinant protein expression is then induced with 0.5 mM isopropyl β-D-thiogalactoside (IPTG), and culturing is continued overnight at 18°C. Bacteria are harvested by centrifugation, resuspended in 50 mM Tris-HCl pH 7.5, 500 mM NaCl, 10% glycerol, 10 mM imidazole, 0.1% Triton-X100, 5 mM dithiothreitol (DTT), 0.5 mM phenylmethylsulfonyl fluoride and frozen at -80°C. Bacteria are thawed and sonicated on ice in the presence of a complete EDTA-free protease inhibitor cocktail (Roche). The soluble fraction is subjected to affinity chromatography using a HisTrap FF column (GE Healthcare) and His-tagged proteins are eluted with a linear gradient of imidazole. The eluted MBP-Nop8p-His protein is recovered at this step and stored at -80°C. In the case of His-Dbp6p and His-Rsa3p proteins, affinity chromatography on HisTrap FF column is followed by size exclusion chromatography on a Superdex 200 column. Eluted fractions with imidazole containing His-tagged proteins are pooled and the proteins of interest are purified by size exclusion chromatography with a Superdex 200 gel filtration column (GE Healthcare) in 20 mM Tris-HCl pH 8, 100 mM potassium chloride, 10% glycerol, 1 mM DTT. The purified His-tagged proteins are stored at -80°C.

The *E*. *coli* Rosetta λDE3 bacteria transformed with plasmids pRC55 to pRC59 are used to produce GST-tagged proteins. Cells are grown at 37°C in 2YT medium supplemented with 100 μg/ml ampicillin and 25 μg/ml chloramphenicol to an A_600_ of 0.6. Recombinant protein expression is then induced with 0.5 mM isopropyl β-D-thiogalactoside (IPTG) and culturing is continued overnight at 18°C. Bacteria are harvested by centrifugation, resuspended in 50 mM Tris-HCl pH 7.5, 150 mM NaCl, 10% glycerol, 0.1% Triton-X100, 5 mM DTT and stored at -80°C. Bacteria are first incubated with 300 μg/ml of lysozyme for 30 min on ice and sonicated in the presence of Protease Inhibitor cocktail (Sigma-Aldrich). The clarified lysate is subjected to a Generon Proteus “1-step batch” Midi Spin column (CliniSciences) loaded with Glutathione Sepharose 4 FF resin (GE Healthcare). The GST-tagged proteins are eluted with 20 mM reduced glutathione in 50 mM Tris-HCl pH 8.8, 150 mM NaCl, 10% glycerol, 0.1% Triton-X100, 5 mM DTT. The GST-tagged proteins are concentrated with Amicon Ultra Centrifugal Filter (Millipore) with a molecular weight cut-off of 30 000 Da and/or desalted with Zeba Spin Desalting column (Thermo Scientific) with a molecular weight cut-off of 7000 Da. GST-tagged proteins are stored at -80°C in 20 mM Tris-HCl pH 8, 150 mM potassium chloride, 10% glycerol, 1 mM DTT.

### Production of antibodies

Anti-Rsa3p, anti-Dbp6p and anti-Nop8p antibodies were produced in rabbit using purified recombinant His-Rsa3p, His-Dbp6p and MBP-Nop8p-His proteins, respectively. Anti-Npa1p or anti-Npa2p antibodies were produced in rabbit using a mix of two synthesized peptides located at the N- and C-termini of each protein and were purified against only one peptide. All polyclonal antibodies were generated by the Agro-Bio company (La Ferté Saint-Aubin, France) following a standard immunization protocol.

### GST pull-down assays

A total of 2 μg of each purified recombinant GST-tagged protein are incubated under gentle shaking for 2 h at 4°C in 150 μl IP buffer (50 mM Tris-HCl pH 8, 150 mM potassium chloride, 5 mM magnesium chloride, 0.2% Nonidet P-40) with 10 μl of Glutathione Magnetic Beads (Pierce), previously coated with 3% BSA during 2 h. The beads are washed three times with IP buffer and are incubated with 2 μg of purified His-Dbp6p in 200 μl IP buffer with gentle shaking for 1 h at 16°C. The beads are washed three times with IP buffer and proteins retained on the beads using a magnetic rack are eluted with SDS-PAGE loading buffer (100 mM Tris-HCl pH 6.8, 4% SDS, 20% glycerol, 200 mM DTT, 0.04% bromophenol blue). Co-precipitated proteins are analyzed by Western blotting using anti-His (GE Healthcare) antibodies.

### Tandem-affinity purification of FPZ-tagged proteins

Yeast cell powder is produced using a PM 100 planetary ball mill (Retsch) from a cell pellet obtained from 12 L of yeast culture grown to an O.D._600_ of 0.6–0.8. 25 g of cell powder are dissolved in 30 ml of buffer A (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 10 or 100 mM MgCl_2_, 0.1% Igepal) to which EDTA-free protease inhibitors (Roche) are added. The sample is centrifuged in a Beckman Optima L-100 XP ultracentrifuge 2 h at 39 000 rpm, 4°C, in a Beckman Ti 50.2 rotor, with no brake. The resulting supernatant is subjected to a second ultracentrifugation step during 45 min at 39 000 rpm, 4°C. The pH of the clarified extract is adjusted to between 7.4 and 8 using 1 M Tris-HCl, pH 8. 50 ml of clarified extract are loaded on three 20 ml columns (Biorad) containing 600 μl IgG sepharose beads (6 fast Flow, GE Healthcare). The beads are incubated with the extract during 30 min, 4°C, with gentle agitation. Beads are then washed with 60 ml of buffer B (20 mM Hepes pH 7.4, 100 mM KOAc, 150 mM NaCl, 10 or 100 mM MgCl_2_, 1 mM DTT, 0.02% Tween, 0.1% Triton X-100), then incubated 2 h at 4°C with 40 units PreScission protease (GE Healthcare) in 800 μl of buffer B. 3 ml of column eluates are loaded on a 10 ml Biorad column containing 200 μl of anti-Flag beads (Sigma). The column is washed with 40 ml of buffer C (10 mM Tris-HCl pH 7.4, 150 mM NaCl, 10 or 100 mM MgCl_2_, 1 mM DTT). Purified complexes are eluted by adding 5 times 200 μl of buffer C supplemented with 2 x Flag peptide (100 μg/ml, IGBMC Strasbourg).

### Gel filtration analysis

Complexes purified by tandem affinity chromatography are concentrated on Vivaspin columns (Sartorius) by adding 3% BSA and centrifuging 3 times 2 min in a bench centrifuge (Eppendorf 5415D) at 13 000 rpm, 4°C. 300 μl of concentrated samples are injected in a Superdex 200 10/300 GL (GE Healthcare) gel filtration column, previously equilibrated with a buffer containing 10 mM Tris-HCl pH 7.4, 150 mM NaCl, 100 mM MgCl_2_, 1 mM DTT. Eluted fractions of 500 μl are collected, from which proteins are precipitated using TCA and analysed by Western.

### Immunoprecipitation experiments

Yeast cell pellets corresponding to 1 L of culture grown to O.D._600_ 0.6–0.8 are re-suspended in 2 ml of buffer containing 20 mM Tris-HCl pH 8.0, 5 mM MgAc, 50, 200, or 400 mM KCl, 0.2% Triton-X100, 1 mM DTT, EDTA free protease inhibitors (Roche), 0.1 unit/μl of RNasin (Promega). 400 μl of acid-washed glass beads (Sigma) are added to 800 μl of cell suspensions. Yeast cells are broken by three runs of vigorous 2 min 30 s vortexing, with 2 min incubation of samples in ice between each run. Extracts are clarified by two consecutive 5 min centrifugation steps at 13 000 rpm in an Eppendorf bench centrifuge. The absorbance at 260 nm of the clarified extracts is measured using a Nanodrop 2000 spectrophotometer. For an absorbance at 260 nm of 100, 500 μl of clarified extracts are used. The required volumes of clarified extracts are mixed with 15 μl of anti-HA agarose beads (Sigma, EZview Red Anti-HA Affinity Gel) or 15 μl of IgG-sepharose beads (6 fast flow, GE Healthcare) previously equilibrated in a buffer containing 20 mM Tris-HCl pH 8.0, 5 mM MgAc, 50, 200 or 400 mM KCl, 0.2% Triton-X100, 1 mM DTT. Sample volumes are adjusted to 1 ml final with the buffer used for extract preparation. Samples are incubated during 1 h 30 min at 4°C on a shaking table, centrifuged 30 s at 2000 rpm in an Eppendorf bench centrifuge and supernatants are discarded. Beads are washed 5 times by adding 1 ml of a buffer containing 20 mM Tris-HCl pH 8.0, 5 mM MgAc, 50, 200 or 400 mM KCl, 0.2% Triton-X100, 1 mM DTT, followed by a 30 s centrifugation step at 2000 rpm and removal of supernatants. Bead samples from which RNAs will be extracted are washed twice more in an identical manner. Bead samples used for protein analysis are washed twice more using 1 ml of a buffer containing 20 mM Tris-HCl pH 8.0, 5 mM MgAc, 50, 200, or 400 mM NaCl, 0.2% Triton-X100, 1 mM DTT. After removal of the supernatants, 50 μl of a buffer containing 100 mM Tris-HCl pH 8.0, 4% SDS, 20% glycerol, 0.04% bromophenol blue, 200 mM DTT are added to the samples used for the analysis of precipitated proteins. Samples destined for RNA analysis are treated as follows. To the bead samples are added 160 μl of 4 M guanidine isothiocyanate, 4 μl 20 mg/ml glycogen (Roche), 80 μl of a 10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0, 100 mM NaAc solution, 120 μl of phenol and 120 μl of chloroform. Samples are vortexed, incubated 5 min at 65°C, vortexed again, then centrifuged 5 min at 13 000 rpm, 4°C. 240 μl of aqueous phase are collected and mixed with 120 μl phenol and 120 μl chloroform. Samples are vortexed, then centrifuged 5 min at 13 000 rpm, 4°C. Nucleic acids from 240 μl of aqueous phase are precipitated using 750 μl ethanol during 12 h at -20°C. During the incubation of the clarified extracts with the beads, total RNAs are extracted from 1/10^th^ of the extract volumes used for the immunoprecipitations. Extract volumes are adjusted to 100 μl final by adding the required volume of buffer used for extract preparation. 4 μl of 20 mg/ml glycogen (Roche), 200 μl of 4 M guanidine isothiocyanate, 150 μl of a solution containing 10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0, 100 mM NaAc, 225 μl phenol and 225 μl chloroform are added. Samples are vortexed, incubated 5 min at 65°C, vortexed again, then centrifuged 5 min at 13 000 rpm, 4°C. 400 μl of aqueous phase are extracted with 200 μl phenol and 200 μl chloroform. After 5 min centrifugation at 13 000 rpm, 380 μl of aqueous phase are extracted with 380 μl of a 1:1 phenol/chloroform mix. After 5 min centrifugation at 13 000 rpm, nucleic acids from 300 μl of aqueous phase are precipitated with 1 ml ethanol during 12 h at -20°C. After precipitation of total and immunoprecipitated RNAs, a 60 min centrifugation at 13 000 rpm, 4°C, is carried out. Pellets are washed with 1 ml 70% ethanol and samples are centrifuged again 45 min at 13 000 rpm, 4°C. After removal of the supernatants, the pellets are dried at room temperature and re-suspended in 20 μl (in the case of total RNAs) or 4 μl (in the case of co-precipitated RNAs) of water.

### Northern analysis

Electrophoresis of glyoxal-treated RNAs through agarose gels are performed as reported [45]. Northern analyses of U3, snR5, snR10 and snR42 snoRNAs, pre-rRNAs and mature rRNAs are carried out using ^32^P-labelled oligodeoxynucleotide probes. Sequences of antisense oligonucleotides used to detect these RNAs are the following: anti-U3 probe (5’ATGGGGCTCATCAACCAAGTTGG3’), anti-snR5 (5’GTCTACTTCCAGCCATTTGC3’), anti-snR10 (5’CATGGGTCAAGAACGCCCCGGAGGGG3’), anti-snR42 (5’TCAAACAATAGGCTCCCTAAAGCATCACAA3’), 20S3 (5’TTAAGCGCAGGCCCGGCTGG3’), rRNA2.1 (5’GGCCAGCAATTTCAAGTTA3’), 23S1 (5’GATTGCTCGAATGCCCAAAG3’), 18S (5’CCGTCAGTGTAGCGCGCGTGCGGCCC3’) and 25S (5’CTCACGACGGTCTAAACCC3’). Blots are hybridized with 5’ end-labelled oligonucleotide probes using Rapid Hyb Buffer (GE Healthcare).

### Western analysis

Proteins are separated by electrophoresis on 10% SDS-polyacrylamide gels in Laemmli running buffer (Tris-Glycine-SDS) and transferred overnight at 20 V, 4°C on Hybond-C extra (GE Healthcare) membranes in a transfer buffer containing 1X Laemmli running buffer, 20% ethanol. Membranes are saturated by 1 h incubation in 200 ml of buffer containing 1 X PBS, 0.5% Tween 20 and 5% milk. Specific proteins are detected by incubation in 1 X PBS, 0.5% Tween 20 and 5% milk with the following antibodies: anti-HA-HRP (Clone 3F10, Roche) diluted 1:1000; rabbit PAP (Dako) diluted 1:10 000; anti-Nhp2p (produced in rabbit) diluted 1:5000; anti-Npa1p (produced in rabbit) diluted 1:5000; anti-Npa2p (produced in rabbit) diluted 1:1000; anti-Nop8p (produced in rabbit) diluted 1:2000; anti-Rsa3p (produced in rabbit) diluted 1:10 000; anti-Dbp6p (produced in rabbit) diluted 1:10 000. After incubation with primary antibodies, membranes are washed 4 times with 200 ml of buffer containing 1 X PBS, 0.5% Tween 20 and 1% milk, or the same buffer lacking milk if no secondary antibodies are used. Anti-rabbit IgG-HRP conjugate (Promega) are used when needed as secondary antibodies diluted 1:10 000. Membranes are then washed 4 times with 200 ml of buffer containing 1 X PBS, 0.5% Tween 20. Proteins decorated by the antibodies are detected by chemiluminescence using ECL reagents (Biorad) and ImageQuant LAS 4000 biomolecular imager (GE Healthcare).

### Negative staining and transmission electron microscopy observations

Continuous carbon grids (Cu 300 Mesh, Quantifoil) are glow-discharged for 20 s on a Pelco easyGlow device (Ted Pella). 3.5 μl of purified sample are then immediately deposited onto the grids and the excess liquid is blotted with a Whatmann 4 filter paper after 1 min incubation. Two successive drops of 3.5 μl of 1% uranyl acetate staining solution are then applied on the grids and the second one rests on the grid 20 s before final blotting. Grids are then air dried and observed on the Jeol JEM 2100 LaB_6_ electron microscope of the Toulouse cryo-EM facility (METI, https://www-meti.biotoul.fr), with an acceleration voltage of 200 kV. Images are recorded on an US 1000 CCD camera (Gatan), with a calibrated pixel size of 4.5 Å.

### CRAC analysis

This analysis was performed using the Npa1p-HTP expressing strain and the megatron as cross-linking tool as described in [37].

### Deep-sequencing and bio-informatics analyses

To build the cDNA library, 5’ adapters are linked at the 5’ end (BY4742: 5'-invddT-ACACrGrArCrGrCrUrCrUrUrCrCrGrArUrCrUrNrNrNrUrArArGrC-OH-3’; NPA1-HTP: 5'-invddT-ACACrGrArCrGrCrUrCrUrUrCrCrGrArUrCrUrNrNrNrArUrUrArGrC-OH-3’), and a 3’ linker (5'-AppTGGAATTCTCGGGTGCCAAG/ddC/-3') is added at the 3’ end. Samples are analysed by Illumina sequencing using HiSeq. Barcodes, adapters and low quality reads are eliminated using Flexbar (http://sourceforge.net/projects/flexbar/). Remaining reads are aligned to the yeast genome using Novoalign (http://www.novocraft.com). Downstream analyses including the pileups are performed using the pyCRAC tool suite (http://sandergranneman.bio.ed.ac.uk/Granneman_Lab/pyCRAC_software.html). Hits repartition per million of sequences are produced using pyReadCounter.py—m 1000000 option. Different pileups of hits for each gene are obtained using pyPileup.py—L 50—limit = 100000 options.

NGS analysis files of raw and processed data were deposited in Gene Expression Omnibus database under the accession number GEO: GSE104281. In addition, the NPA1-HTP CRAC data displayed in the UCSC genome browser can be accessed via the following URL: https://genome.ucsc.edu/cgi-bin/hgTracks?db=sacCer3&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chrXII%3A460923%2D466869&hgsid=642906575_AycMTIJwrsUKtASq0SLaYLJEWCOF.

## Supporting information

S1 Text Supporting S1 Table. Primers used for the construction of yeast strains.
(DOCX) Click here for additional data file.

S2 Text Supporting S2 Table. Primers used for the construction of E. coli expression vectors.
(DOCX) Click here for additional data file.

S3 Text Supporting S3 Table. Number of snoRNA sequences per million reads from BY4742 and NPA1-HTP CRAC experiments.
(DOCX) Click here for additional data file.

S4 Text Supporting materials and methods. (DOCX) Click here for additional data file.

S1 Fig Scheme of pre-rRNA processing in *S*. *cerevisiae*. Positions of probes used in the Northern analyses are indicated.
(PSD) Click here for additional data file.

S2 Fig Visualisation by transmission electron microscopy of negatively stained complexes purified via tagged Rsa3p. (A) Full TEM images. Two types of particles of 20 and 10 nm could be detected, pinpointed by thick and thin arrows, respectively. (B) Raw and low-pass filtered images of isolated particles. Scale bar: 20 nm.
(PDF) Click here for additional data file.

S3 Fig *In vitro* protein-protein interaction assays with RNase treatment. Purified recombinant His-Dbp6p, GST-Npa1p, GST-Npa2p, GST-Nop8p or GST proteins were separately pre-incubated with RNase A or not. Glutathione-coated magnetic beads were mixed with purified recombinant GST-tagged proteins, washed and incubated with purified recombinant His-Dbp6p treated or not with RNase A. The glutathione-coated magnetic beads were precipitated using a magnetic rack and washed. Pulled down proteins (Pull-down) and 1/6^th^ of the GST-tagged proteins and 1/3^rd^ of His-Dbp6p used in the pull-down experiments (Inputs) were separated by SDS-PAGE. The GST-tagged proteins were visualised by Coomassie blue staining (Inputs) and Ponceau red staining (Pull-down), while His-Dbp6p was analysed either by Coomassie blue staining (Inputs) or Western using anti-His antibodies (Pull-down).
(AI) Click here for additional data file.

S4 Fig Depletion of Npa1p has no effect on the steady-state levels of Npa2p, Dbp6p, Nop8p and Rsa3p. Total proteins were extracted from culture aliquots of the indicated strains grown in galactose-containing medium (0 h) or transferred 2 to 24 hours in glucose-containing medium. The indicated proteins were analysed by Western using anti-HA, PAP rabbit or anti-Nhp2p antibodies.
(AI) Click here for additional data file.

S5 Fig Depletion of Npa2p has no effect on the steady-state levels of Npa1p, Dbp6p, Nop8p and Rsa3p. Same legend as that of S4 Fig.
(AI) Click here for additional data file.

S6 Fig Depletion of Dbp6p has no effect on the steady-state levels of Npa2p, Nop8p and Rsa3p. Same legend as that of S4 Fig.
(AI) Click here for additional data file.

S7 Fig Depletion of Nop8p has no effect on the steady-state levels of Npa1p, Npa2p, Dbp6p and Rsa3p. Same legend as that of S4 Fig.
(AI) Click here for additional data file.

S8 Fig Effects of Npa1p or Npa2p depletion on complex protein interactions with Npa2p or Npa1p. Tandem affinity purifications were performed at 10 mM MgCl_2_ with extracts from *GAL*::*HA-NPA1/NPA2-FPZ* or *GAL*::*HA-NPA2/NPA1-FPZ* strains grown in galactose-containing medium (Gal) or shifted 14 hours to glucose-containing medium (Glu). The presence of Npa1p complex proteins in the final Flag eluate was assessed by Western using anti-Nop8p, anti-Dbp6p, anti-Rsa3p, anti-Flag or anti-HA (for Npa1p and Npa2p) antibodies.
(AI) Click here for additional data file.

S9 Fig Effects of depleting Dbp6p on the ability of Rsa3p-FPZ to interact with pre-rRNAs. Precipitation experiments were carried out with IgG-sepharose beads and extracts from strain *GAL*::*HA-DBP6/RSA3-FPZ* grown in galactose-containing medium (non-depleted) or shifted 16 hours to glucose-containing medium (depleted), as well as from the *RSA3-FPZ* and the parental BY4742 (No tag) strains grown in glucose-containing medium as controls. RNAs and proteins were extracted from aliquots of the input extracts (Input) and from the IgG-sepharose beads after precipitation and washing (IPs). Pre-rRNAs were analysed by Northern using the 23S1 specific anti-sense oligonucleotide probe (top part) while proteins were analysed by Western using anti-HA-HRP and PAP rabbit antibodies (bottom part).
(PSD) Click here for additional data file.

S10 Fig Effects of depleting Nop8p on the ability of Rsa3p-FPZ to interact with pre-rRNAs. Same legend as that of S9 Fig, except that strain *GAL*::*HA-NOP8/RSA3-FPZ* was used instead of *GAL*::*HA-DBP6/RSA3-FPZ*.
(PSD) Click here for additional data file.

S11 Fig Effects of depleting Nop8p on the ability of Npa2p-FPZ to interact with pre-rRNAs. Same legend as that of S9 Fig, except that strains *GAL*::*HA-NOP8/NPA2-FPZ* and *NPA2-FPZ* were used instead of *GAL*::*HA-DBP6/RSA3-FPZ* and *RSA3-FPZ*.
(PSD) Click here for additional data file.

S12 Fig Western analysis of bait protein precipitation efficiency when Npa1p is depleted (refer to Fig 6). Same legend as that of S9 Fig, except that only Western analyses are presented of precipitation experiments performed using strains *GAL*::*HA-NPA1/RSA3-FPZ* (A), *GAL*::*HA-NPA1/NPA2-FPZ* (B), *GAL*::*HA-NPA1/DBP6-FPZ* (C) and *GAL*::*HA-NPA1/NOP8-FPZ* (D).
(PSD) Click here for additional data file.

S13 Fig Sedimentation profile of Rsa3p, Nop8p and Dbp6p on sucrose gradients in the presence (left) and absence (right) of Npa1p. Extracts from wild-type (left) and *GAL*::*npa1* (right) cells grown in glucose-containing medium have been fractionated on a 10–50% sucrose gradient. Top: 254 nm absorbance profile of the collected fractions. Note that 80S ribosomes and polysomes are not detected because cycloheximide was not used during cell harvesting and extract preparation and MgCl_2_ was not added to the buffers used for extract preparation and ultracentrifugation (the Mg^2+^ concentration used for polysome gradients destabilises pre-60S particles). Middle: Western analysis using specific antibodies of proteins extracted from each fraction. Bottom: Northern analysis of (pre)-rRNAs extracted from each fraction using probes 23S1 (to detect 35S, 32S, 27SA2 pre-rRNAs), 20S3 (to detect 20S pre-rRNA), 25S and 18S.
(PSD) Click here for additional data file.

S14 Fig Percentages of different sequence types retrieved per million reads in BY4742 and NPA1-HTP CRAC experiments. 

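The classes counted are those of the annotation used by the authors, and a read counts in each class it overlaps, so that the percentages add up to more than the whole. rRNA genes and spacers, for which the precursor and the mature sequences are listed separately, had 976538 reads with Npa1p-HTP and 832436 in the control. Counted once, with the precursor, the 5S genes and the NTS2 spacer, rDNA reads made up 50.3% of the mapped reads with Npa1p-HTP and 44.0% in the control. Protein-coding genes collected 23.5% (95% interval 23.4 to 23.6) with Npa1p-HTP and 49.5% (49.4 to 49.6) in the control, intergenic regions 24.3% (24.2 to 24.4) and 12.9% (12.8 to 13.0), snoRNAs 13.5% and 0.861%, and tRNAs 6.21% (6.16 to 6.26) and 6.91% (6.86 to 6.96). Protein-coding counts include open reading frames that lie within the rDNA, such as YLR154C-G, and genes that host an intronic snoRNA. The features with the most reads were the same rDNA genes in both libraries, led by RDN37-1 with 243107 reads for Npa1p-HTP and by RDN37-2 with 221944 reads for the control. After the rDNA precursor and 25S genes came the intergenic feature INT_0_5835 with Npa1p-HTP (78906 reads) and RDN18-2 in the control (64237 reads). Among features with at least 10 reads in either library, the largest ratios of Npa1p-HTP to control were those of snR190, the intergenic feature INT_0_4569 beside it (42304 reads), snR5, snR42 and snR61, all without a read in the control. The smallest ratios were those of the protein-coding genes ENO2 (30738 control reads from 58 cDNAs), TSA1 (24248 from 33), SUA5 (23802 from 5), RPS8A (21608 from 162) and CDC19 (20733 from 225), none of which had a sense read with Npa1p-HTP.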

(TIF) Click here for additional data file.

S15 Fig Npa1p cross-links to 25S rRNA. Number per 100000 reads and positions of reads from BY4742 (brown) and NPA1-HTP (blue) CRAC experiments on the full rDNA gene (A) or 25S rRNA (B) sequence. The major Npa1p cross-linking sites on 25S rRNA are numbered (1 to 5, blue). Positions of mutations/deletions in NPA1-HTP CRAC reads and numbers of mutated reads are indicated in black below the main graphs. The asterisk indicates a peak corresponding to a sequence retrieved very often in diverse CRAC experiments and thus was not considered as relevant.
(PDF) Click here for additional data file.

S16 Fig Model of protein-protein interactions within the Npa1p complex. (PSD) Click here for additional data file.

S17 Fig Co-precipitation of modification guide snoRNAs snR5, snR10 and snR42 with Rsa3p-FPZ when RNA Pol I is inhibited. Precipitation experiments have been carried out with IgG-sepharose and extracts from strains *rrn3*.*8* and *rrn3*.*8/RSA3-FPZ* grown at 25°C or shifted 6 hours at 37°C to inactivate RNA Pol I. RNAs and proteins were extracted from aliquots of the input extracts (Input) and from the IgG-sepharose beads after precipitation and washing (IPs). (A) 35S, 33S/32S and 27SA2 pre-rRNAs were detected by Northern with the 23S1 probe, snR5, snR10, and snR42 snoRNAs with the anti-snR5, anti-snR10 and anti-snR42 probes. (B) Precipitation efficiency of Npa1p complex components was analysed by Western using specific antibodies.
(AI) Click here for additional data file.

# Supplementary material for: The Npa1p complex chaperones the assembly of the earliest eukaryotic large ribosomal subunit precursor
**Source:** PLoS Genet. 2018 Aug 31;14(8):e1007597. doi: 10.1371/journal.pgen.1007597
**Supplement:** S1 Text — Primers used for the construction of yeast strains.

**S1 text: supporting S1 Table. Primers used for the construction of yeast strains.**

| Strain | Primer used (5’-3’) |
| --- | --- |
| NPA1-FPZ | Forward primer:  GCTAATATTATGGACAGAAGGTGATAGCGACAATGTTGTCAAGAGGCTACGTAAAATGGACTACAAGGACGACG |
|  | Reverse primer:  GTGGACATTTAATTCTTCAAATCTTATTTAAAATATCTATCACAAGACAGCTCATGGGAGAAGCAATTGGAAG |
| NPA2-FPZ | Forward primer:  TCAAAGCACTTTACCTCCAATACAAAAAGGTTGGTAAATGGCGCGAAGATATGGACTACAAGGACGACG |
|  | Reverse primer:  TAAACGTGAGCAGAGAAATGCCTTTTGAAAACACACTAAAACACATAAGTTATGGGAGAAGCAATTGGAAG |
| NOP8-FPZ | Forward primer:  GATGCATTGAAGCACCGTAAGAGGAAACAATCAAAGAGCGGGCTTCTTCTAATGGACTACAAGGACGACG |
|  | Reverse primer:  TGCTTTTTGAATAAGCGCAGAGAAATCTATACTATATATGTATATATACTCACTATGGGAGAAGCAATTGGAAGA |
| RSA3-FPZ | Forward primer:  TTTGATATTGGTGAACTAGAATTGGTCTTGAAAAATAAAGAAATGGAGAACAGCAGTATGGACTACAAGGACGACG |
|  | Reverse primer:  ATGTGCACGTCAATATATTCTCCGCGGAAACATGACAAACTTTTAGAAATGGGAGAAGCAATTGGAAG |
| DBP6-FPZ | Forward primer:  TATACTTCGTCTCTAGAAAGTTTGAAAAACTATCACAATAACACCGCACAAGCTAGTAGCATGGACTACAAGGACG |
|  | Reverse primer:  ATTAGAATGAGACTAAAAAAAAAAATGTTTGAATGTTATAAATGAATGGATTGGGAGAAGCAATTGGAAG |
| RPL3-HA | Forward primer:  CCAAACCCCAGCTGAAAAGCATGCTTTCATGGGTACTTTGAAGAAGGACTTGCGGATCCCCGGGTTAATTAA |
|  | Reverse primer:  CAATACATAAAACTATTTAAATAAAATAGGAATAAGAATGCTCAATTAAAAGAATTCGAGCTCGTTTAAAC |

**S1 Table (continued)**

| Strain | Primer used (5’-3’) |
| --- | --- |
| NPA1-HTP | Forward primer:  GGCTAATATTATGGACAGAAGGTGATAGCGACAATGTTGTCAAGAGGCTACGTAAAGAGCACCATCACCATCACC |
|  | Reverse primer:  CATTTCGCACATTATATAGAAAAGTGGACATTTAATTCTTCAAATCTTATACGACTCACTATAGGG |
| GAL::npa1 | Forward primer:  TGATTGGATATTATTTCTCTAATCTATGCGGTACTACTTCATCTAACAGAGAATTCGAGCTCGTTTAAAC |
|  | Reverse primer:  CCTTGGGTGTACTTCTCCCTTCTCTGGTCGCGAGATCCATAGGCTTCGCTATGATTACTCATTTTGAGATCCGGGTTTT |
| GAL::HA-npa1 | Forward primer:  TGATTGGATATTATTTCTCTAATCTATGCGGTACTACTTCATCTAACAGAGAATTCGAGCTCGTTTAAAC |
|  | Reverse primer:  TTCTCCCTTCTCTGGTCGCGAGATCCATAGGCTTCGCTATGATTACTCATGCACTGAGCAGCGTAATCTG |
| GAL::HA-npa2 | Forward primer:  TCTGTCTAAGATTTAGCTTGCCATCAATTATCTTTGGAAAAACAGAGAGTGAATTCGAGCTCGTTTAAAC |
|  | Reverse primer:  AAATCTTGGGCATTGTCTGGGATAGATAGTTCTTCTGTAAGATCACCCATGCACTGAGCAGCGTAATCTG |
| GAL::HA-nop8 | Forward primer:  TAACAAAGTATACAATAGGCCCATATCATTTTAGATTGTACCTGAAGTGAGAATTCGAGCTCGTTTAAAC |
|  | Reverse primer:  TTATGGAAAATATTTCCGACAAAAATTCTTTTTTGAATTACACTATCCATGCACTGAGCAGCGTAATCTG |
| GAL::HA-dbp6 | Forward primer:  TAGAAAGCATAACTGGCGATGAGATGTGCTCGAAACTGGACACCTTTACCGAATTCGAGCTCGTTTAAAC |
|  | Reverse primer:  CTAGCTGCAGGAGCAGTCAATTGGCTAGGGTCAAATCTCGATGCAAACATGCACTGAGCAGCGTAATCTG |

# Supplementary material for: The Npa1p complex chaperones the assembly of the earliest eukaryotic large ribosomal subunit precursor
**Source:** PLoS Genet. 2018 Aug 31;14(8):e1007597. doi: 10.1371/journal.pgen.1007597
**Supplement:** S2 Text — Primers used for the construction of E. coli expression vectors.

**S2 text: supporting S2 Table. Primers used for the construction of *E. coli* expression vectors.**

| Construct | Primer used (5’-3’) |
| --- | --- |
| HIS-DBP6 | Forward primer:  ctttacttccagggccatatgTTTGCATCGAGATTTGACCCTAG |
|  | Reverse primer:  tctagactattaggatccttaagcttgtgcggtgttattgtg |
| HIS-RSA3 | Forward primer:  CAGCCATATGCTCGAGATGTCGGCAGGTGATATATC |
|  | Reverse primer:  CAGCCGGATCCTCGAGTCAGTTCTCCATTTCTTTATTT |
| MBP-NOP8-HIS | Forward primer:  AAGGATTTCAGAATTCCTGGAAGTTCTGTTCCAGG |
|  | Reverse primer:  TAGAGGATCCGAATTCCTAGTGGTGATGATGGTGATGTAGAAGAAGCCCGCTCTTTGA |
| GST-RSA3 | Forward primer:  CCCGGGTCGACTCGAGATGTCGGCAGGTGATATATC |
|  | Reverse primer:  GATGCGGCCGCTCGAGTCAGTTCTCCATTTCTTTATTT |
| GST-NOP8 | Forward primer:  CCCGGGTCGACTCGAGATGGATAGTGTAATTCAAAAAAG |
|  | Reverse primer:  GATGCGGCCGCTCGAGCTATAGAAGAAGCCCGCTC |
| GST-DBP6 | Forward primer:  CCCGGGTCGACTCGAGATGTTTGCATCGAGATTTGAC |
|  | Reverse primer:  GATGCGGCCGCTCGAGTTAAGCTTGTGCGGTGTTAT |
| GST-NPA2 | Forward primer:  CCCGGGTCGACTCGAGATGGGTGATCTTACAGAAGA |
|  | Reverse primer:  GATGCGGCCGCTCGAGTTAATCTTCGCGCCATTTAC |
| GST-NPA1 | Forward primer:  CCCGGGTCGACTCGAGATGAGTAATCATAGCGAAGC |
|  | Reverse primer:  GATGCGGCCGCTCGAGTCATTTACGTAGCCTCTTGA |

# Supplementary material for: The Npa1p complex chaperones the assembly of the earliest eukaryotic large ribosomal subunit precursor
**Source:** PLoS Genet. 2018 Aug 31;14(8):e1007597. doi: 10.1371/journal.pgen.1007597
**Supplement:** S3 Text — Number of snoRNA sequences per million reads from BY4742 and NPA1-HTP CRAC experiments.

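The table lists reads counted on snoRNA genes among 1000000 mapped reads of each library, and an empty cell stands for a snoRNA without a value. All 30 values of the table, 28 for NPA1-HTP and 2 for BY4742, equal the sense counts in the deposited tables. In the deposited counts, 18 of the 28 snoRNAs have at least 1000 reads with Npa1p-HTP and 10 have fewer, down to 3 reads for SNR3 from 1 cDNA. With a minimum of 10 reads, 27 snoRNAs remain. The control counts include 1 snoRNA that the table leaves out, SNR75 (chromosome XIII, 297918 to 298006, plus strand, R64 assembly), with 817 reads and 61 cDNAs and none with Npa1p-HTP. The number of reads per distinct cDNA ranged from 1.62 to 247 over the snoRNAs with at least 10 reads, and the order of the snoRNAs by reads differs from their order by distinct cDNAs.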

**S3 text: supporting S3 Table. Number of snoRNA sequences per million reads from BY4742 and NPA1-HTP CRAC experiments.**

|  | **BY4742** | **NPA1-HTP** |
| --- | --- | --- |
| **SNR190** |  | 55365 |
| **SNR5** |  | 9885 |
| **SNR42** |  | 9517 |
| **SNR61** |  | 8111 |
| **SNR10** |  | 7869 |
| **SNR38** | 7763 | 6824 |
| **SNR40** |  | 5538 |
| **SNR83** |  | 5344 |
| **SNR4** |  | 4870 |
| **SNR66** |  | 4084 |
| **SNR86** |  | 3241 |
| **SNR37** |  | 3196 |
| **SNR71** |  | 2608 |
| **SNR24** |  | 1677 |
| **SNR30** |  | 1514 |
| **SNR82** |  | 1385 |
| **SNR39** |  | 1365 |
| **SNR70** |  | 1203 |
| **SNR73** |  | 380 |
| **SNR55** |  | 376 |
| **SNR52** |  | 338 |
| **SNR39B** |  | 268 |
| **SNR64** |  | 233 |
| **SNR31** |  | 115 |
| **SNR128** | 28 | 54 |
| **SNR85** |  | 21 |
| **SNR17A** |  | 19 |
| **SNR3** |  | 3 |

# Supplementary material for: The Npa1p complex chaperones the assembly of the earliest eukaryotic large ribosomal subunit precursor
**Source:** PLoS Genet. 2018 Aug 31;14(8):e1007597. doi: 10.1371/journal.pgen.1007597
**Supplement:** S4 Text

**S4 text: supporting Materials and Methods**

Sedimentation on sucrose gradients

Yeast cells grown in 400 ml YPD to an optical density of 0.6–0.9 (600 nm) are harvested by centrifugation and washed in 4 ml ice-cold H_2_O. After centrifugation, the pellet is washed in 2 ml of buffer containing 50 mM Tris-HCl pH 7.4, 50 mM NaCl. The cell pellet is re-suspended in an equivalent volume of buffer containing 50 mM Tris-HCl pH 7.4, 50 mM NaCl, 0.1 unit/μl RNasin (Promega), protease inhibitors (Roche) and 1 mM DTT. Whole cell extracts are prepared by vortexing with glass beads (Sigma). Lysates are cleared briefly at 9300 x g for 5 min followed by a 10 min 9300 x g centrifugation (Eppendorf 5415D) to obtain the final clarified extracts. To prepare the gradients, 6 ml of a solution of 50 % sucrose, 50 mM Tris-HCl pH 7.4, 50 mM NaCl are deposited in polyallomer ultracentrifugation tubes (dimensions 14 x 89 mm, Beckman) on top of which are slowly added 5.9 ml of a solution of 10 % sucrose, 50 mM Tris-HCl pH 7.4, 50 mM NaCl. Continuous gradients are formed using the «Gradient Master» device (Biocomp). The protein concentration of clarified extracts is determined using the Bradford reagent and volumes of extracts corresponding to 1 mg of proteins are loaded on gradients. Gradients are centrifuged in a SW41 rotor (Beckman) in a Beckman Optima L-100 XP ultracentrifuge during 2 h 30 min at 39 000 rpm, 4°C. Positions of 40S and 60S ribosomal subunits in the gradient are determined by detection of the absorbance at 254 nm using the ISCO UA-6 gradient fraction collector. 23 500 μl fractions are collected. Analysis of RNAs from gradient fractions is performed as described in [[1](#_ENREF_1)]. For protein analysis, 200 μl of each fraction are precipitated with 800 μl of 25 % trichloroacetic acid in the presence of 1.2 μl of glycogen (20 μg/μl). After 20 min on ice, samples are centrifuged 15 min at 4°C and 16 000 x g in a microcentrifuge (Eppendorf 5415D). The supernatants are removed and the pellets are washed once with 1 ml acetone and centrifuged 5 min at 4°C. Pellets are dried and re-suspended in 30 μl of loading buffer (19.5 μl H_2_O, 7.5 μl NuPAGE LDS sample buffer 4 X, 3 μl NuPAGE sample reducing agent 10 X, Life Technology). Samples are heated at 72°C for 10 min before proceeding to polyacrylamide gel electrophoresis.

GST pull-down assays with RNase treatment

Beforehand, 2 µg of recombinant purified His-Dbp6p, GST-Npa1p, GST-Npa2p, GST-Nop8p or GST proteins are incubated separately in 200 µl IP buffer (50 mM Tris-HCl pH 8, 150 mM potassium chloride, 5 mM magnesium chloride, 0.2% Nonidet P-40) in absence or presence of 10 µg of RNAse A (Sigma-Aldrich) for 1 h at 16°C. 10 µl of Glutathione Magnetic Beads (Pierce) coated with 3% BSA are added to the GST-tagged proteins treated with RNase A or not and are incubated with gentle shaking for 2 h at 4°C. The beads are washed three times with IP buffer and are incubated with His-Dbp6p treated with RNase A or not under gentle shaking for 1 h at 16°C. The beads are washed three times with IP buffer and proteins retained on the beads using a magnetic rack are eluted with SDS-PAGE loading buffer (100 mM Tris-HCl pH6.8, 4% SDS, 20% glycerol, 200 mM DTT, 0.04% bromophenol blue). Co-precipitated proteins are analyzed by Western blotting using anti-His (GE Healthcare) antibodies.

**Reference**

1. Belhabich-Baumas K, Joret C, Jády EB, Plisson-Chastang C, Shayan R, et al. (2017) The Rio1p ATPase hinders premature entry into translation of late pre-40S pre-ribosomal particles. Nucleic Acids Res 45: in press.

# Supplementary material for: The Npa1p complex chaperones the assembly of the earliest eukaryotic large ribosomal subunit precursor
**Source:** PLoS Genet. 2018 Aug 31;14(8):e1007597. doi: 10.1371/journal.pgen.1007597
**Supplement:** S2 Fig — (A) Full TEM images. Two types of particles of 20 and 10 nm could be detected, pinpointed by thick and thin arrows, respectively. (B) Raw and low-pass filtered images of isolated particles. Scale bar: 20 nm.

**A**

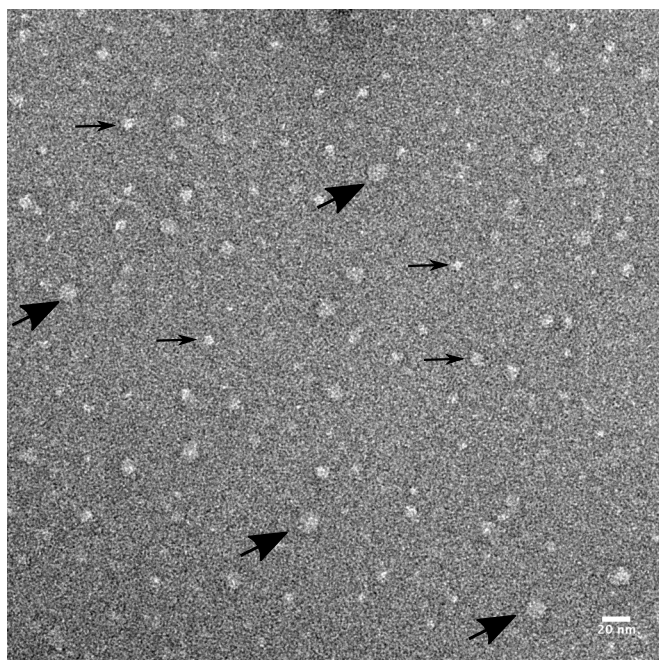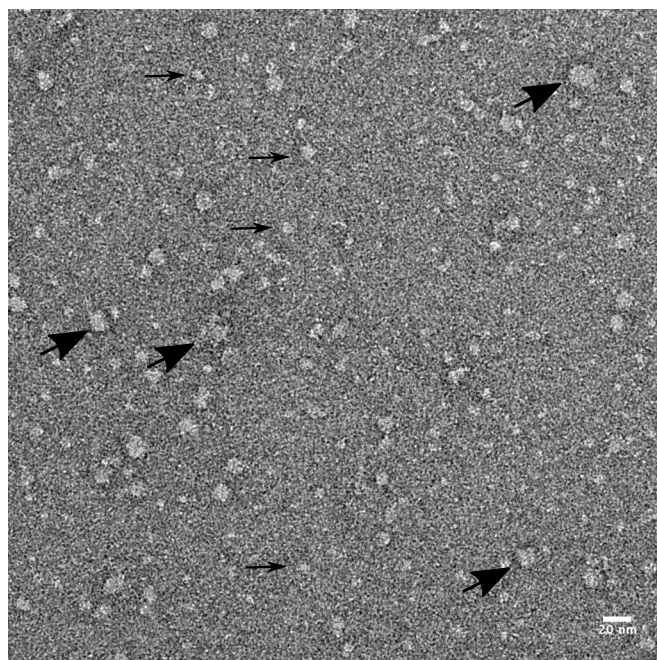

**B**

Particles of 20 nm  
in diameter

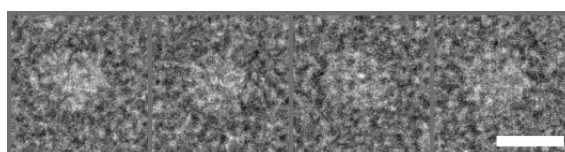

raw images

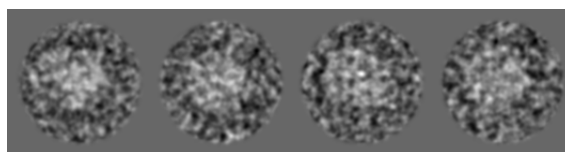

filtered images

Particles of 10 nm  
in diameter

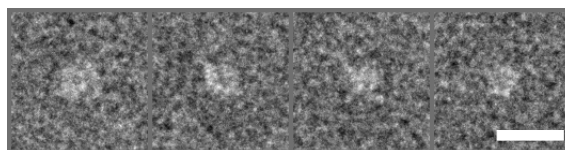

raw images

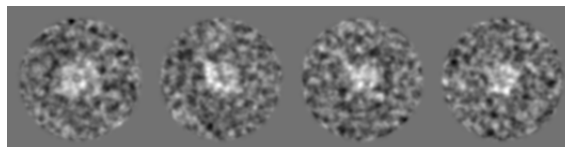

filtered images

How the deposited data were processed for this re-analysis (not part of the article)

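The data analysed were 2 CRAC libraries, 1 from yeast cells expressing Npa1p-HTP and 1 from untagged cells, both cross-linked for 100 s. The conditions were taken from the sample labels and from the paper. The untagged strain is BY4742 in the paper and BY4741 in the labels. There was 1 library per condition, so no spread between replicates could be estimated, no test of the conditions was run and no p-value is given.

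The authors deposited, for each annotated feature, the count of reads overlapping it in the sense orientation, the count in the antisense orientation and the count of distinct cDNAs. To make these counts, the authors removed barcodes, adapters and low-quality reads with Flexbar, aligned the reads with Novoalign and counted them with pyReadCounters of the pyCRAC suite (Counters version 1.4.2) up to 1000000 mapped reads, on an Ensembl annotation of the EF2 assembly. The 1000000 mapped reads were reached after 1170809 reads for Npa1p-HTP and 1243639 reads for the control, and the depth of the complete libraries is not known from the counts. The counts are not normalized, but both libraries were limited to the same number of mapped reads. A read counts on every feature it overlaps. The handling of reads that match several places is not stated in the paper's text. Neither is it stated whether the cDNA counts use the random nucleotides of the adapter. The class totals in the deposited tables were checked and equal the sums of their features. The cDNA count covers both strands of a feature, so sums of cDNAs were taken over features with sense reads only. They came to 92001 for Npa1p-HTP and 43498 for the control. Shares of cDNAs have these sums as denominators, in which a cDNA counts on every feature it overlaps.

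From these counts, shares were computed as sense reads over the 1000000 mapped reads, with 95% Wilson intervals (scipy 1.17.1, Python 3.11.15), and ratios of shares with 95% Katz log intervals, after adding 0.5 read to both counts where one of them was 0. Where no read was found, the limit of detection was set at 3 reads, a share of 0.0003%. Intervals from reads and this limit understate even the counting error, since PCR copies are not independent molecules. No interval covers a spread between replicates. The counts of both rDNA copies were added. For 5.8S rRNA only RDN58-2 is listed. rDNA reads were counted as those on both RDN37 genes, the 5S genes and NTS2. The calculation of ratios and intervals was tested on simulated data for 562 features, 200 of them changed by a factor of 4. All of the changed features (100%) were recovered in the right direction, 5.80% of the unchanged ones had an interval that left out 1, and 94.3% of the intervals held the true ratio. The simulated reads were independent, without PCR copies. The simulation therefore checks the calculation and does not show how often intervals from these libraries hold the true ratio.

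The genes reported for their abundance or ratio follow a rule set before the data were examined. They are the RNAs that the paper names in its CRAC results or in S3 Table, the 5 features with the most reads in each library and, among features with at least 10 reads in either library, the 5 with the largest ratio of shares in each direction. Features outside this rule were named after seeing the data, because they overlap or adjoin those genes (TAR1, YLR154C-G, YLR162W, RDN5-6, INT_0_4568 and INT_0_5838), belong to RNA types with reads above the control, or are missing from S3 Table (SNR75). The alternatives set at the same time were another denominator (the sum of the reads over all features), sense and antisense reads together, minimum counts of 3 or 10 reads, leaving out the most abundant snoRNA of each library, leaving out the rDNA, scaling by the median ratio over the 37 features with at least 10 reads in both libraries, the first rDNA copy only, and, for snR190, cDNAs or reads per kilobase. Counting distinct cDNAs for the other results, dividing 25S rRNA into parts and adding the reads of INT_0_5835 to 25S rRNA were chosen after seeing the data. The median ratio, 0.860, is that of YLR154C-G, which lies within 25S rRNA, so that scaling by it is not independent of 25S rRNA.

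Coordinates and sequences are those of the R64 assembly, matched by gene symbol, because the deposited tables hold no coordinates. Runs of base pairs between snR190 (190 nucleotides) and 25S rRNA (3396 nucleotides) were searched over every alignment of both sequences and compared with 1000 shuffled snR190 sequences. Positions of reads and mutations within genes, on which Figs 8 and 9 and S15 Fig rest, were not analysed here.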

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

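The tests in this part were chosen after the results were seen, except the one on the number of libraries. The scaling by the median ratio and the inclusion of antisense reads, also used here, were alternatives set before the data were examined. The items are RNA types that the paper's text does not discuss, and intergenic features with at least 1% of the Npa1p-HTP reads, whose share was above that of the control.

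With Npa1p-HTP, 15647 reads from 720 cDNAs overlapped the 5′ external transcribed spacer (ETS1), and no control read did. The signal recognition particle RNA SCR1 had 3934 reads from 238 cDNAs and the U6 spliceosomal RNA 1247 reads from 139 cDNAs, with none in the control. The spacer NTS2 had 536 reads from 120 cDNAs and none in the control. Amplification of cDNAs was considered as an explanation of these read counts. ETS1 (21.7 reads per cDNA), SCR1 (16.5) and, marginally, U6 (8.97) lay above the library's median of 8.86, and NTS2 (4.47) lay below it. However, tRNAs (17.0), 25S rRNA (17.8) and protein-coding genes (19.7) lay above this median too, while ITS1 (7.14) lay below it. The comparison therefore cannot tell which of these RNAs had read counts raised by amplification. The smaller number of distinct cDNAs in the control was tested as another explanation. At the shares of cDNAs seen with Npa1p-HTP, the control would have held 340 ETS1 cDNAs, 113 of SCR1, 65.7 of U6 and 56.7 of NTS2, and it held none, so that the smaller number alone does not account for their absence. A general rise of abundant non-coding RNAs was not borne out, since the larger of the ratios of tRNAs and 5S rRNA was 0.899 by reads, and the ratio of tRNAs reached only 1.05 with scaling by the median ratio and 1.07 with cDNAs. A difference between the library preparations cannot be told apart from an effect of the tag, because there is 1 library per condition. These counts therefore do not show whether Npa1p contacts ETS1, SCR1, U6 or NTS2.

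Sense reads on non-coding transcripts of the CUT, SUT and XUT classes were also more frequent with Npa1p-HTP. CUTs had 3265 reads against 209 in the control, SUTs 2867 against 1 and XUTs 3990 against 1. They come from 2, 6 and 5 transcripts with sense reads. Reads per cDNA were 12.5 for CUTs and 17.3 for XUTs, above the library's median, and 8.26 for SUTs, below it. As for ETS1, this comparison cannot tell where amplification contributed. With antisense reads included, the ratio for CUTs fell from 15.6 to 2.18. The ratios for SUTs and XUTs fell to 0.750 and 0.626. As a difference between the library preparations cannot be excluded with 1 library per condition, no biological explanation is offered.

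The intergenic feature INT_0_5835 had 78906 reads with Npa1p-HTP and 16475 in the control. A technical explanation is that these are 25S rRNA reads placed on a partial 25S copy. The R64 assembly holds such a copy on chromosome XII from 489754 to 490542, which matches 25S nucleotides 2608 to 3396 with 99.0% identity, and YLR162W and the intergenic feature INT_0_5838 lie opposite. Their antisense counts add up to 81081 reads with Npa1p-HTP and 16477 in the control. These sums are at least as large as the sense counts of INT_0_5835, but reads spanning both features count in each and both features can extend beyond the match, so that reads from elsewhere in INT_0_5835 are not excluded. The explanation by the partial copy remains possible. It may also bear on the 25S rRNA share, since the ratio for 25S rRNA was 1.85 with these reads added and 1.64 without. The order of the features' numbers was used to place INT_0_5838, as the deposited tables hold no coordinates.

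The intergenic feature INT_0_4569 had 42304 reads from 1025 cDNAs with Npa1p-HTP and none in the control. A separate RNA beside snR190 was tested as an explanation. It would add reads to the antisense count of INT_0_4568, the feature on the opposite strand. That count was 55419, and 0 reads were left after subtracting those of snR190 and snR128, so that every read on INT_0_4569 that lies opposite INT_0_4568 also overlaps one of both snoRNAs. If INT_0_4569 lies wholly opposite INT_0_4568, which its inferred position does not establish, nearly all of its reads run past an end of the annotated snR190 gene, as snR128 had only 54 reads, and they would then amount to 76.4% of the snR190 reads (95% interval 76.1 to 76.8). Fig 9B shows most snR190 reads reaching the 3′ end of the gene. In that case, candidate explanations are a 3′ end of mature snR190 that lies beyond the annotated one, or cross-linking of Npa1p to an extended snR190 that still carries part of the 69-nucleotide spacer to snR128. The counts cannot tell these apart, and the strand and order of the intergenic features were inferred from their counts and numbers.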

How the results depend on the processing

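The alternatives were set before the data were examined, except the use of distinct cDNAs for results other than snR190 and the addition of the reads of INT_0_5835 to 25S rRNA, which were chosen after seeing the data. As there is 1 library per condition, a value is said to have changed when it left the 95% interval of the value reported. That interval covers no spread between replicates, treats PCR copies as independent reads and is narrow at this depth. No paired analysis was possible because there is 1 library per condition.

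The snoRNA share with Npa1p-HTP stayed at 13.5% with antisense reads included or with a minimum of 10 reads. With the sum of the reads over all features as the denominator it was 8.12% (control 0.561%), without the most abundant snoRNA of each library 8.00% (control 0.0845%), outside the rDNA 27.3% (control 1.54%) and over distinct cDNAs 5.55% (control 0.715%). The share of cDNAs also has a sum over features as its denominator, so its counterpart by reads is 8.12% rather than 13.5%. The snoRNA share was larger with Npa1p-HTP than in the control under each of these alternatives.

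The ratio of shares of snoRNAs was 14.5 with the sum of reads as the denominator, 18.3 with scaling by the median ratio, 94.7 without the most abundant snoRNA of each library and 7.76 with cDNAs, against 15.7 as reported. For 25S rRNA, the ratio was 1.51 with the sum of reads, 1.91 with the median ratio, 1.81 with the first rDNA copy only, 1.35 with cDNAs and 1.85 with the reads of INT_0_5835 added, against 1.64. The median ratio is that of YLR154C-G, within 25S rRNA, so that the value of 1.91 is no independent check. For ITS2, the ratio of 994 stayed within its interval with the sum of reads, the median ratio and the first copy only, and fell to 6.96 with cDNAs. Its direction rests on 20 control reads from 18 cDNAs. Each of these ratios stayed above 1 under every alternative run for it. The largest ratio of the 3 types was that of ITS2 by reads and that of snoRNAs by cDNAs, whose intervals overlap.

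snR190 remained the most abundant snoRNA under each alternative. Its ratio to the next snoRNA was 5.60 with antisense reads included, 2.41 with cDNAs and 3.23 with reads per kilobase. The snoRNAs of Fig 9B made up 44.2% of the snoRNA reads without snR190 and 57.3% of the snoRNA cDNAs, against 67.0% as reported. The number of snoRNAs with reads was 27 or 28 with Npa1p-HTP and 3 in the control under every minimum tried.

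Among the 32 ratios reported for other types and single features, some changed direction. The ratio for ITS1 became 1.44 with cDNAs, against 0.128 by reads. The ratio for tRNAs became 1.05 with the median ratio and 1.07 with cDNAs, against 0.899. The ratios for SUTs and XUTs became 0.750 and 0.626 with antisense reads included. The ratio for snR38 became 1.02 with the median ratio, against 0.879, for RDN37-1 0.997 with cDNAs, against 1.33, and for RDN37-2 0.961 with the sum of reads, against 1.04. The causes were not tested. Values left their intervals without a change of direction for 12 results with the sum of reads, 12 with the median ratio, 3 with the first copy only, 3 with antisense reads included and 27 with cDNAs.

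The depth limits the control more than the Npa1p-HTP library, because 43498 cDNAs were counted over the control's features with sense reads against 92001 with Npa1p-HTP. Ratios for RNAs without control reads rest on the 0.5 read added and give no reliable size of the difference.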

Differences from the paper's values

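None of the values that the paper states for these libraries differed from those obtained here by more than a factor of 1.5 with the choices reported. The snoRNA share is 13.5% here against the paper's 15%, and the 30 values of S3 Table are identical. The snoRNA share was further from the paper's with the sum of the reads over all features as the denominator (8.12%), without the most abundant snoRNA (8.00%), outside the rDNA (27.3%) and with distinct cDNAs (5.55%, chosen after seeing the values).

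The paper's S3 Table gives no control value for snR75, whereas the control counts hold 817 reads on it. The paper describes the pairing of snR190 box b with 25S rRNA as perfect, and 4 of its 15 pairs in the reference sequences are G-U pairs, as its Fig 9B also shows. The paper names snoRNA, 25S rRNA and ITS2 as the most enriched sequences. The ratio of shares was 1.64 for 25S rRNA, whereas ETS1, SCR1 and U6, which that statement does not name, had 15647, 3934 and 1247 reads with Npa1p-HTP and none in the control. The 25S ratio is for the whole gene, while the paper's cross-linking sites rest on positions and mutations within it. In S15 Fig the paper also set aside a peak often seen in other CRAC experiments. Reads of that peak could not be taken out of the counts.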

Other observations

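The tests in this part were chosen after the results were seen, except those on shuffled snR190 sequences.

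The number of reads per distinct cDNA differed widely between snoRNAs. It was 247 for snR5 and at most 97.4 for the other snoRNAs with at least 10 reads, so that snR5 is second by reads and rank 23 by cDNAs. Amplification of a few cDNAs may explain this, but a saturated site may too. In Fig 9B the snR5 reads cover a single short block. Whether the cDNA counts use the 3 random nucleotides of the adapter is not stated. If they do, 1 position allows at most 64 different barcodes, against the 40 cDNAs counted. The counts cannot tell these explanations apart, and the comparison of snR5 or snR61 with snR10 and snR42 depends on which count is used.

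ITS2 shows the same feature, with 75.0 reads per cDNA for Npa1p-HTP and 1.11 in the control. Amplification may account for part of its ratio of 994, but not for its direction, since the ratio of cDNA shares was 6.96 (95% interval 4.32 to 11.2). For ITS1, the control reads came at 171 per cDNA, and the ratio moved from 0.128 by reads to 1.44 by cDNAs. Whether ITS1 was depleted with Npa1p therefore cannot be stated from these libraries.

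Most snoRNA, tRNA and protein-coding genes of the Npa1p-HTP library were not listed in the control. Of the snoRNAs with at least 10 reads with Npa1p-HTP, 2 of 27 were listed in the control (7.41%, 95% interval 2.06 to 23.4), of the tRNA genes 2 of 84 (2.38%) and of the protein-coding genes 19 of 171 (11.1%). For tRNA and protein-coding genes together this was 8.24%. Absence from the control was thus not particular to snoRNAs. At the shares of cDNAs seen with Npa1p-HTP, the control would have held 725 snR190, 301 snR10 and 289 snR42 cDNAs, and it held none, while at the control's share the Npa1p-HTP library would have held 476 CDC19 cDNAs, and it held none. The number of distinct cDNAs per library alone does not account for these absences, and a difference between the library preparations cannot be excluded. The difference in the snoRNA class as a whole is not covered by this test, since the ratio was 7.76 by cDNAs for snoRNAs and 1.07 for tRNAs. Placement of reads among identical tRNA gene copies was not tested.

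The ratio of Npa1p-HTP to control differed between parts of 25S rRNA, and depended on the count used. By reads it was 2.41 over nucleotides 112 to 486, 0.860 over 1648 to 1797 and 4.79 for INT_0_5835, taken as the partial copy of nucleotides 2608 to 3396, as far as the overlapping features, each on a single copy, show. By distinct cDNAs it was 0.580, 1.497 and 5.03, so that the first and the second of these parts changed direction, while the ratio of INT_0_5835 stayed above 1 on both counts. The libraries have no replicates, and the cause of these differences was not tested.

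The length of the pairing between snR190 and 25S rRNA was compared with chance. Of 1000 shuffled snR190 sequences, a share of 0.34 had a run of at least 15 pairs with 25S rRNA when G-U pairs were allowed, and a share of 0.364 had a run of at least 10 Watson-Crick pairs. A run of the length of box b or of box a could thus occur by chance in a sequence of this composition, and 2 runs of 15 pairs were found. The test covers length alone. It does not use the position of box b near an Npa1p cross-linking site or the reads at the 3′ end of snR190, and conservation was not tested.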
